# Plasma-derived mitochondrial transplantation attenuates paraspinal muscle atrophy following spinal surgery

**DOI:** 10.1093/rb/rbaf090

**Published:** 2025-08-21

**Authors:** Ikhyun Lim, Seong-Hoon Kim, Mi Jin Kim, Chang-Koo Yun, Kyunghoon Min, Yong-Soo Choi

**Keywords:** paraspinal muscle atrophy, muscle regeneration, laminectomy, plasma-derived mitochondria, mitochondrial transplantation

## Abstract

Paraspinal muscle atrophy (PMA) is a common complication after spinal surgery, often leading to reduced spinal stability and prolonged discomfort. While mitochondrial dysfunction has emerged as a key contributor to PMA, existing therapies do not adequately address this underlying pathophysiology. In this study, we investigated the regenerative potential of plasma-derived mitochondria (pMT) as a cell-free and autologous biomaterial to mitigate PMA. Mitochondria were isolated from human peripheral blood and confirmed to maintain their structural integrity and respiratory activity. In an *in vitro* model of muscle atrophy, pMT treatment improved cell viability, enhanced ATP production and restored mitochondrial function. In a rat model of surgery-induced PMA, intramuscular injections of pMT led to improved muscle morphology, including increased fiber cross-sectional area, along with reduced mechanical hypersensitivity. Transcriptomic analyses revealed that pMT transplantation modulated key pathways related to mitochondrial biogenesis and oxidative phosphorylation, while downregulating pro-apoptotic signals. These findings were corroborated by protein-level assessments showing restoration of muscle-specific markers and normalization of mitochondrial homeostasis. Taken together, this study highlights the therapeutic potential of pMT transplantation in addressing mitochondrial dysfunction and promoting muscle regeneration following spinal surgery. These findings suggest that pMT may serve as a minimally invasive, scalable and autologous regenerative approach to restore skeletal muscle integrity in clinically relevant contexts.

## Introduction

Paraspinal muscle atrophy (PMA) is a common complication after spinal surgery, often compromising spinal stability and impeding functional recovery [1–3]. Its clinical significance is further underscored by the association between persistent PMA and chronic postoperative pain and disability. Although a range of interventions—ranging from physical rehabilitation to biologic approaches—has been attempted, the effective restoration of paraspinal muscle structure and function remains challenging [2]. Current therapies, including cell-based treatments and platelet-rich plasma, offer partial benefits, but incomplete recovery is frequently observed, indicating the need for more effective regenerative strategies [4–6].

Mitochondria play a central role in skeletal muscle homeostasis, contributing to energy metabolism, proteostasis and redox balance [7, 8]. These functions are essential for muscle repair processes such as inflammation resolution, protein synthesis and tissue remodeling [9, 10]. As such, the regenerative capacity of skeletal muscle is closely linked to mitochondrial quality and dynamic remodeling. Following spinal surgery, mitochondrial dysfunction frequently occurs in paraspinal muscles, leading to impaired regenerative signaling, elevated oxidative stress and disrupted protein homeostasis—all of which contribute to the progression of PMA [11, 12]. Furthermore, the diminished mitochondrial function exacerbates muscle atrophy, highlighting the importance of restoring mitochondrial health as a therapeutic target [9].

In our previous studies, we showed that mitochondrial transplantation using mitochondria derived from cultured cells can attenuate muscle atrophy by enhancing mitochondrial energy metabolism and promoting regenerative signaling [13]. This approach delivers functional organelles directly to damaged tissue, bypassing upstream metabolic bottlenecks in dysfunctional cells. Subsequent research has strengthened the therapeutic rationale for mitochondrial transplantation in skeletal muscle recovery, demonstrating its capacity to restore ATP production and modulate stress responses [14–17]. Moreover, this approach complements existing treatments such as exercise, which exert beneficial effects primarily by stimulating mitochondrial biogenesis [14, 18, 19]. Nevertheless, the reliance on invasive tissue collection or prolonged cell expansion presents challenges for widespread clinical adoption.

Recent discoveries have identified the presence of cell-free mitochondria in human plasma, challenging earlier assumptions regarding their functional irrelevance [20–22]. In this study, we report that plasma-derived mitochondria (pMT) possess active respiratory enzyme function and structural integrity, rendering them a viable alternative to culture-derived mitochondria. In our preliminary investigation, we confirmed that pMT could be consistently isolated from both healthy individuals and patients with a range of chronic conditions, with no significant differences in concentration or respiratory function. Unlike conventional mitochondrial sources requiring cell culture or tissue biopsy, pMT can be obtained through simple blood draws, allowing for broader clinical scalability. Although further validation is warranted regarding the long-term behavior of pMT *in vivo*, their consistent detectability and function across individuals support their translational potential. As a naturally occurring, cell-free organelle population, pMT may overcome key translational barriers associated with cell-based therapies, including immunogenicity, manufacturing complexity and delivery logistics [23].

The primary objective of this study is to evaluate the efficacy of pMT transplantation in alleviating paraspinal muscle atrophy. Specifically, we aim to determine whether pMT can restore mitochondrial function, enhance muscle regeneration and improve structural outcomes in a rat model of PMA. This approach also enables a novel framework to investigate the therapeutic value of cell-free organelles in tissue repair. By elucidating the regenerative effects of pMT, this study may provide the foundation for future clinical strategies targeting mitochondrial dysfunction in broader musculoskeletal conditions, including sarcopenia and muscular dystrophy.

## Materials and methods

### Isolation of pMT

Peripheral blood was collected from healthy adult volunteers using EDTA-coated tubes, following approval from the institutional review board (IRB No. 2021-06-044). Plasma was obtained by centrifugation at 2000 rpm for 20 min at room temperature (∼22°C). The supernatant was subsequently centrifuged at 2000 × *g* for 10 min to remove residual platelets and cellular debris. To isolate mitochondria, the clarified plasma was then centrifuged at 20 000 × *g* for 10 min. All centrifugation steps were performed at room temperature to avoid cold-induced aggregation and maximize mitochondrial yield. The resulting mitochondrial pellet was resuspended in SHE buffer and stored at 4°C. For *in vitro* experiments, pMT preparations were applied immediately after isolation to maximize viability. For *in vivo* experiments, pMT were maintained at 4°C and administered within 1 hr of isolation. Additionally, long-term storage stability of pMT up to 6 months at 4°C has been validated using a patented storage formulation developed in our laboratory (Korean Patent Registered; PCT filed).

### Characterization of pMT

The structural integrity of pMT was examined by transmission electron microscopy (TEM). Samples were fixed in 2.5% glutaraldehyde with 0.1 M phosphate buffer (pH 7.3) at 4°C and post-fixed with 1% osmium tetroxide on ice for 2 hr. After dehydration and embedding in Epon 812, ultrathin sections (70 nm) were prepared using an UltraCut UCT ultramicrotome (Leica, Austria), stained with 2% uranyl acetate and lead citrate and visualized with a Tecnai G2 Spirit TWIN transmission electron microscope (FEI, USA) at 120 kV.

The size distribution of isolated pMT was analyzed using a particle analyzer (ELSZ-2000ZS; Otsuka Electronics, Japan), and mitochondrial content was quantified using a BCA assay (Pierce; Thermo Scientific, USA). To confirm mitochondrial identity and membrane potential, dual labeling with MitoTracker Green (Invitrogen, Waltham, MA, USA) and MitoTracker Red CMXRos (Invitrogen) was performed, followed by flow cytometric analysis. Mitochondrial purity was further assessed by Western blotting, targeting mitochondrial markers (e.g. COX IV, TOM20) and excluding non-mitochondrial components (e.g. p84, LAMP-1, α-tubulin, PMP70). For functional validation, pMT were rinsed with SHE buffer (0.25 M sucrose, 20 mM HEPES, 2 mM EGTA, 10 mM KCl, 1.5 mM MgCl_2_; pH 7.4). Complex I + III activity was measured by incubating 2 μg of mitochondria with 2.5 mM phosphate buffer (pH 7.5), 0.1% BSA, 0.3 mM KCN and 0.05 mM oxidized cytochrome c. After 2 min, 0.2 mM NADH was added, and absorbance at 550 nm was recorded for 20 min in kinetic mode using a Synergy HTX microplate reader (BioTek, USA). Complex IV activity was assessed using 2 μg of pMT incubated with 25 mM phosphate buffer (pH 7.0) and reduced cytochrome c. ATP synthesis capacity was measured by incubating 10 μg of pMT with 5 mM ADP for 45 min, followed by luminescence detection using CellTiter-Glo 2.0 reagent (Promega, USA). Citrate synthase activity was quantified using a commercial kit (MitoCheck; Cayman, USA), and heat-inactivated pMT (100°C, 20 min) served as a negative control.

### Cell culture

L6 rat myoblast (ATCC, Manassas, VA, USA) were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Welgene Inc., Gyeongsan, Republic of Korea) supplemented with 10% fetal bovine serum (Gibco, USA) at 37°C in a humidified 5% CO_2_ atmosphere. Upon reaching confluence, cells were induced to differentiate in DMEM containing 2% horse serum (Gibco), with media replaced every 2 days. After 7 days of differentiation, muscle atrophy was induced by treating the cells with 1 μM dexamethasone for 24 h to establish an *in vitro* model [24, 25].

### Transfer of pMT to L6 cells

Mitochondrial transfer was performed based on a previously reported centrifugation-enhanced delivery [26]. To minimize donor-to-donor variability, pMT isolates from multiple healthy human donors were pooled prior to each experiment. This approach was supported by internal validation showing consistent mitochondrial yield and activity across donors (see Supplementary Figure S1). Isolated pMT was suspended in Dulbecco’s phosphate-buffered saline (DPBS; Welgene Inc.), and the suspension was gently added to tubes containing L6 cells (1 × 10^5^ cells per condition). The mitochondrial dose was standardized based on total protein amount per recipient cell number. The mixture was subjected to centrifugation at 1500 × *g* for 5 min at 4°C to facilitate mitochondrial internalization while preserving organelle integrity.

### Experimental procedures for assessing cell viability and mitochondrial function

After mitochondrial transfer, L6 cells were assessed for viability, ATP production, mitochondrial reactive oxygen species (ROS) and mitochondrial membrane potential (ΔΨm). Cells were seeded in 96-well plates and incubated at 37°C. Cell viability was evaluated using a WST-based EZ-CytoX assay kit (DoGenbio, Seoul, Republic of Korea), and ATP content was quantified using the CellTiter-Glo 2.0 reagent (Promega, USA) following the manufacturer’s protocol. Mitochondrial ROS levels were measured using MitoSOX Red (Invitrogen, USA). Cells were incubated with 5 µM dye for 10 min at 37°C, followed by PBS wash. Fluorescence was measured using a Synergy HTX microplate reader (BioTek, USA) at 530/25 nm excitation and 590/30 nm emission. Mitochondrial membrane potential was analyzed using tetramethyl rhodamine ethyl ester (TMRE; Invitrogen) and quantified by flow cytometry (CytoFLEX, Beckman Coulter, Brea, CA, USA).

### Research design and establishing an *in vivo* PMA model

A total of 11 male Sprague Dawley rats (12 weeks, 340–370 g) were randomly divided into three groups: the pMT group (*n* = 5; pMT injection after surgery), the surgery group (*n* = 3; no post-surgical treatment) and the control group (*n* = 3; no surgery). All rats were housed under standard laboratory conditions (23 ± 3°C, 55 ± 15% humidity, 12 h/12 h light/dark cycle) with *ad libitum* access to food and water. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC No. 23-KE-0135, HLB bioStep Animal Center, Songdo, Republic of Korea). Group sizes were intentionally limited in consideration of ethical guidelines for animal research. The selected sample sizes (*n* = 3 for control and surgery-only groups; *n* = 5 for the pMT group) were informed by pilot experiments that validated the hemilaminectomy-induced muscle atrophy model and identified the 2-week endpoint as optimal for evaluation. Although formal power analysis was not performed, the observed within-group differences were statistically significant (*P* < 0.05) with a large effect size. Future studies should employ larger group sizes to ensure adequate statistical power and confirm reproducibility.

To induce paraspinal muscle atrophy, a previously established spinal surgery protocol was applied at T0 [27]. Under anesthesia, hemilaminectomy was performed and the left L5 spinal nerve was ligated using 6–0 silk sutures (Supplementary Figure S2). The laminas of L5 and L6, including the L5–L6 facet joint, were removed to simulate surgical muscle injury and denervation-induced disuse atrophy. At T1 (2 weeks after surgery), each group received its respective treatment. At T2 (2 weeks after T1), the animals were euthanized and paraspinal muscle tissues were harvested for analysis. Muscle appearance was also visually assessed following skin removal.

### Intramuscular pMT injection

Isolated pMT were injected into the left paraspinal muscles at the L4–L5 and L5–L6 levels using a 29-gauge syringe (25 μg of pMT in 100 μL of SHE buffer per site; total 50 μg per rat), as described in Queen’s University SOP 10-9-3 and in accordance with international animal care guidelines [28].

To ensure accurate targeting, the injection procedure was performed under fluoroscopic guidance and verified using C-arm imaging. The injection sites were localized by identifying the midpoints between the spinous processes of L4–L5 and L5–L6, and positioning the needle slightly lateral to the connecting line. The depth of the multifidus muscle was measured using MRI, and injections were administered accordingly (Supplementary Figure S3).

### Measuring cytokine concentrations

Plasma concentrations of inflammatory cytokines (IFN-γ, IL-17A, IL-1β, IL-6 and TNF-α) were measured at T2 (28 days after surgery). Blood samples were collected immediately prior to sacrifice, and plasma was separated by centrifugation at 10 000 × *g* for 10 min. The supernatants were analyzed using a multiplex cytokine assay kit (RECYTMAG-65K; Merck Millipore, USA) on a Luminex platform (Luminex, Austin, TX, USA), and concentrations were quantified using MasterPlex QT 2010 software (MiraiBio Inc., Tokyo, Japan).

### Confirmation of mitochondrial transplantation

Successful delivery of pMT to paraspinal muscle was confirmed by immunofluorescence staining. Muscle tissues were fixed in 4% paraformaldehyde, dehydrated, embedded in paraffin and sectioned into 4 μm-thick slices. After rehydration and PBS washing, sections were blocked with 5% normal horse serum (Vector Laboratories Inc., USA). Primary antibodies against Desmin (Abcam, Cambridge, UK; ab32362) and human mitochondria (Abcam, ab92824) were applied at 1:100 dilution and incubated overnight at 4°C. Following PBS rinsing, Alexa Fluor 488-conjugated goat anti-rabbit IgG and Alexa Fluor 594-conjugated goat anti-mouse IgG (Invitrogen) were applied at 1:300 dilution for 1 h in the dark at room temperature. Nuclei were counterstained with DAPI (Vector Laboratories), and sections were visualized using an Eclipse Ts2 inverted fluorescence microscope (Nikon, Japan).

### Pain threshold assessment

Mechanical pain sensitivity was assessed using the von Frey test at defined time points. Von Frey filaments (North Coast Medical, Morgan Hill, CA, USA) were applied to the plantar surface of the left hind paw to evaluate withdrawal responses. Each rat was tested three times, and the pain threshold was defined as the minimum force required to elicit a withdrawal reflex.

### Histological analysis

Histological evaluation was performed using hematoxylin and eosin (H&E) staining (Sigma–Aldrich, Burlington, MA, USA). Stained muscle sections were examined under an ECLIPSE E600 microscope (Nikon, Japan), and the cross-sectional area (CSA) of individual muscle fibers was measured. A total of 100 fibers were randomly selected from each muscle sample for quantification. CSA was estimated by manually drawing the region of interest using ImageJ (National Institutes of Health, Bethesda, MD, USA). Analysis reliability was confirmed through repeated measurements by two researchers.

### RNA sequencing

Total RNA was extracted from the multifidus tissues using the easy-spin total RNA extraction kit (iNtRON Biotechnology, Seoul, Republic of Korea). Paired-end sequencing was performed on an Illumina NovaSeq platform (Illumina, San Diego, CA, USA). Adapter trimming and quality filtering were conducted using Trimmomatic (v0.38). Processed reads were aligned to the Rattus norvegicus reference genome (rn6) using HISAT2 (v2.1.0) with Bowtie2 integration. Genome and annotation files were obtained from NCBI Genome Assembly and RefSeq. Aligned reads were sorted and indexed with SAMtools (v1.9), and transcript assembly and quantification were performed using StringTie (v2.1.3b).

Gene expression data are available in the Gene Expression Omnibus (GEO; accession number GSE267096). Differential gene expression analysis was conducted using edgeR (v3.40.2), with the exactTest function applied to raw count data. *P*-values were adjusted using the Benjamini–Hochberg method, and differentially expressed genes (DEGs) were defined as those with |fold change| ≥ 2 and *P *< 0.05.

Gene ontology (GO) enrichment analyses were conducted via g: Profiler (version e110_eg57_p18_4b54a898), classifying DEGs into cellular components (CC), molecular functions (MF) and biological processes (BP). The top 10 GO terms in each category were selected for further analysis. KEGG pathway analysis was performed using the DAVID online tool, and gene set enrichment analysis (GSEA) was conducted using GO terms as predefined gene sets to compare the pMT and surgery groups.

### Western blotting

To assess mitochondrial purity, pMT samples were heated at 95°C for 7 min in SDS-PAGE loading buffer (LPS Solution, Daejeon, Republic of Korea). Proteins were separated by SDS-PAGE and transferred onto PVDF membranes, which were then blocked with 5% bovine serum albumin for 1 hr, and incubated with the following primary antibodies: anti-COX IV (Cell Signaling Technology, Danvers, MA, USA; 4844s), anti-TOM20 (Santa Cruz Biotechnology Inc., Dallas, TX, USA; sc-17764), anti-p84 (Abcam; ab131268), anti-α-tubulin (Santa Cruz; sc-8035), anti-LAMP-1 (Santa Cruz; sc-20011) and anti-PMP70 (Abcam; ab3421). After washing, membranes were incubated with HRP-conjugated secondary antibodies (Santa Cruz; sc-516102 and sc-2357). Detection was performed using an Amersham ECL kit (Cytiva), and bands were visualized with a LAS-4000 system (Fuji, Japan).

To assess muscle tissue markers, lysates were prepared using RIPA buffer supplemented with a Halt protease and phosphatase inhibitor cocktail (Thermo Scientific). Protein concentrations were measured using a BCA assay. Primary antibodies used included: anti-GAPDH (Cell Signaling; 2118s), anti-Desmin (Abcam; ab32362), anti-myogenin (Santa Cruz; sc-12732), anti-AMPK (Cell Signaling; 2532s), anti-p-AMPK (Cell Signaling; 2535s), anti-AKT (Cell Signaling; 9272s), anti-p-AKT (Cell Signaling; 4060s), anti-FoxO3a (Cell Signaling; 2497s), anti-Bax (Santa Cruz; sc-7480), anti-Bcl-2 (Santa Cruz; sc-7382), anti-OXPHOS (Abcam; ab110413), anti-COX IV (Cell Signaling; 4844s) and anti-PGC1α (Novus Biologicals, Littleton, CO, USA; NBP1-04676). Band intensities were quantified using ImageJ. Other procedures followed the same protocol described above.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 5 software (GraphPad Software Inc., San Diego, CA, USA). For comparisons between two groups, Student’s *t*-test was used. For comparisons among three or more groups, one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test was applied. Data are expressed as mean ± standard deviation (SD), and statistical significance was set at *P *< 0.05.

## Results

### Isolated human pMT display structural integrity, purity and preserved activity

Transmission electron microscopy confirmed that the isolated human pMT retained typical mitochondrial architecture, including a well-defined double membrane and distinct cristae (Figure 1A). Size distribution analysis using dynamic light scattering (DLS) showed that the average pMT diameter was 383 ± 43.9 nm (Figure 1B). To verify the mitochondrial identity of the isolated particles, flow cytometry analysis was performed using dual labeling with MitoTracker Green and Mitotracker Red CMXRos. The results revealed a high proportion of MitoTracker^+^ events, confirming that the isolated particles were indeed mitochondria (Figure 1C). Western blot analysis further validated the purity of the isolated pMT, with the presence of mitochondrial markers COX IV and TOM20, and absence of non-mitochondrial markers such as p84 (nucleus), α-tubulin (cytosol), LAMP-1 (lysosome) and PMP70 (peroxisome) (Figure 1D). To evaluate functional integrity, we assessed respiratory enzyme activities including Complex I + III and Complex IV, as well as ATP synthesis and citrate synthase activity. All parameters were significantly preserved in intact pMT compared to heat-inactivated controls, confirming their bioenergetic competence (Figure 1E).

**Figure 1.**
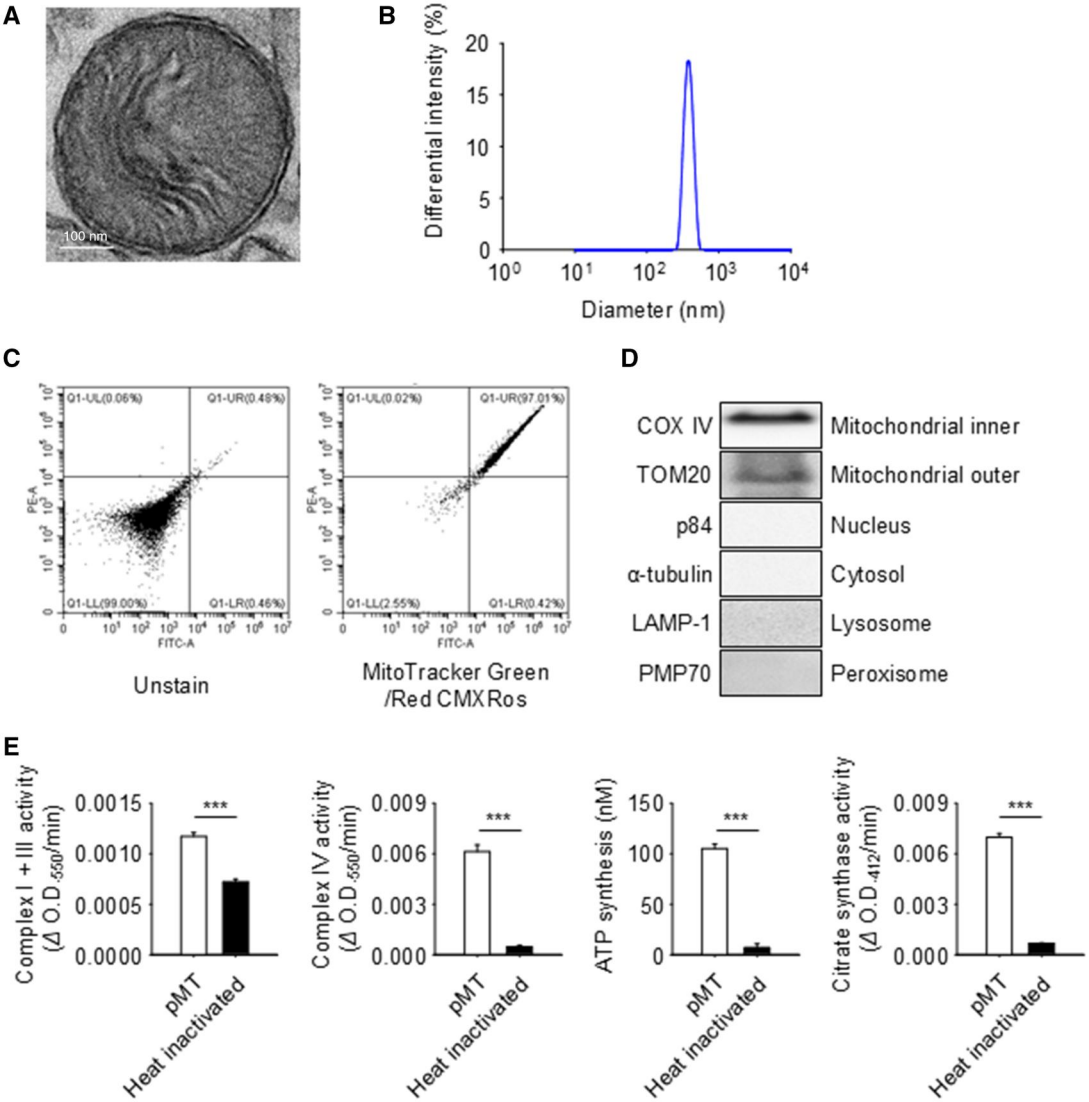
Quality control of isolated human pMT. (**A**) Transmission electron microscopy (TEM) image showing intact double membrane and cristae. Scale bar = 100 nm. (**B**) Size distribution of pMT measured by dynamic light scattering (DLS). (**C**) Flow cytometry analysis confirming mitochondrial identity using dual staining with MitoTracker Green and Mitotracker Red CMXRos. (**D**) Western blot analysis showing presence of mitochondrial markers (COX IV, TOM20) and absence of contamination markers: p84 (nuclear), α-tubulin (cytosolic), LAMP-1 (lysosomal), PMP70 (peroxisomal). (**E**) Functional assessment of mitochondrial activity via Complex I + III and Complex IV assays, ATP production and citrate synthase activity. Inactivated pMT (heated at 100°C for 20 min) served as negative controls. Data are presented as mean ± SD (*n* = 3); ***P < 0.001.

Furthermore, to assess donor variability, we examined pMT yield and ATP production across diverse age groups and individuals with stable chronic conditions. No statistically significant differences were observed (Supplementary Figure S1A–D), suggesting that pMT quality is consistent regardless of donor age or health status. These results highlight the feasibility of utilizing autologous pMT as a stable therapeutic resource.

### Mitochondrial transfer improves cell viability and mitochondrial function in Dexa-induced L6 cells

Before applying pMT therapy in animal models, we first tested its effects on cellular function using an *in vitro* atrophy model. Dexamethasone (Dexa) induced muscle atrophy in differentiated L6 myotubes (Figure 2A). pMT-treated cells showed significantly improved viability compared to the Dexa-only group, with the best response observed at 15 μg (Figure 2B). Based on this, we used 15 μg as the standard dose for further tests. Mitochondrial function was also assessed through ATP content, ROS levels and membrane potential. All indicators showed improvement following pMT transfer (Figure 2C–E), supporting its potential for reversing Dexa-induced dysfunction.

**Figure 2.**
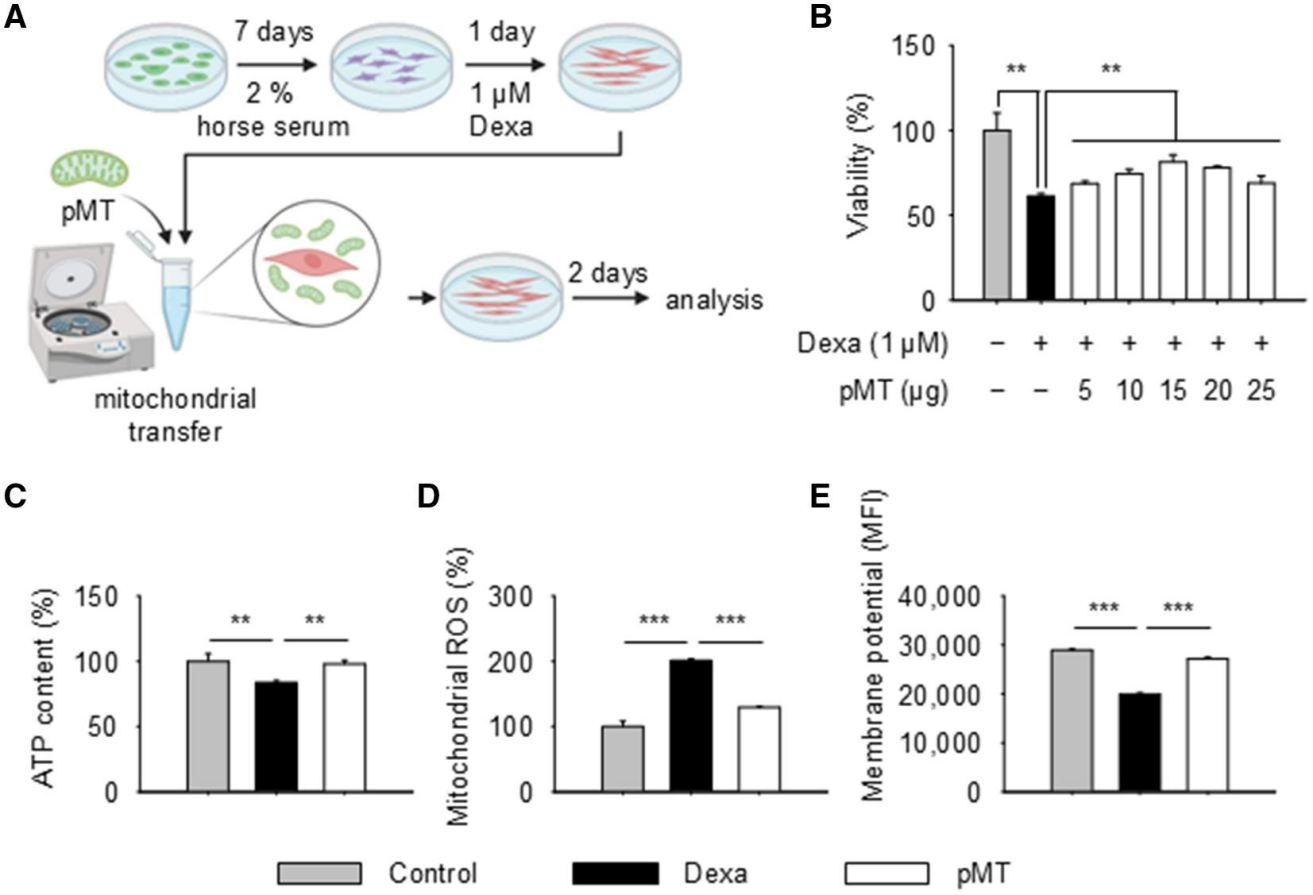
pMT transfer restores cell viability and mitochondrial function in Dexa-induced atrophied L6 cells. (**A**) Experimental scheme of *in vitro* atrophy model using L6 myotubes treated with dexamethasone (Dexa). (**B**) Cell viability after pMT treatment at various doses; 15 μg dose produced the most pronounced improvement. (**C–E**) Mitochondrial function was evaluated by ATP content (**C**), mitochondrial ROS (**D**) and membrane potential (**E**). Data are presented as mean ± SD (*n* = 3), **P < 0.01, ***P < 0.001.

### Establishment of rat model of PMA via spinal surgery and the therapeutic efficacy of pMT

To evaluate the therapeutic effects of pMT *in vivo*, we established a rat model of PMA through spinal surgery. The overall experimental timeline is shown in Figure 3A. At the endpoint (T2), macroscopic assessment revealed noticeable muscle loss on the operated side (Supplementary Figure S4A). This clarification improves the accuracy and specificity of our description. Interestingly, there was no significant change in body weight between groups, suggesting that the atrophy was localized and not due to systemic effects (Supplementary Figure S4B). Additionally, plasma cytokine levels remained unchanged, indicating that the surgery did not trigger systemic inflammation (Supplementary Figure S4C).

**Figure 3.**
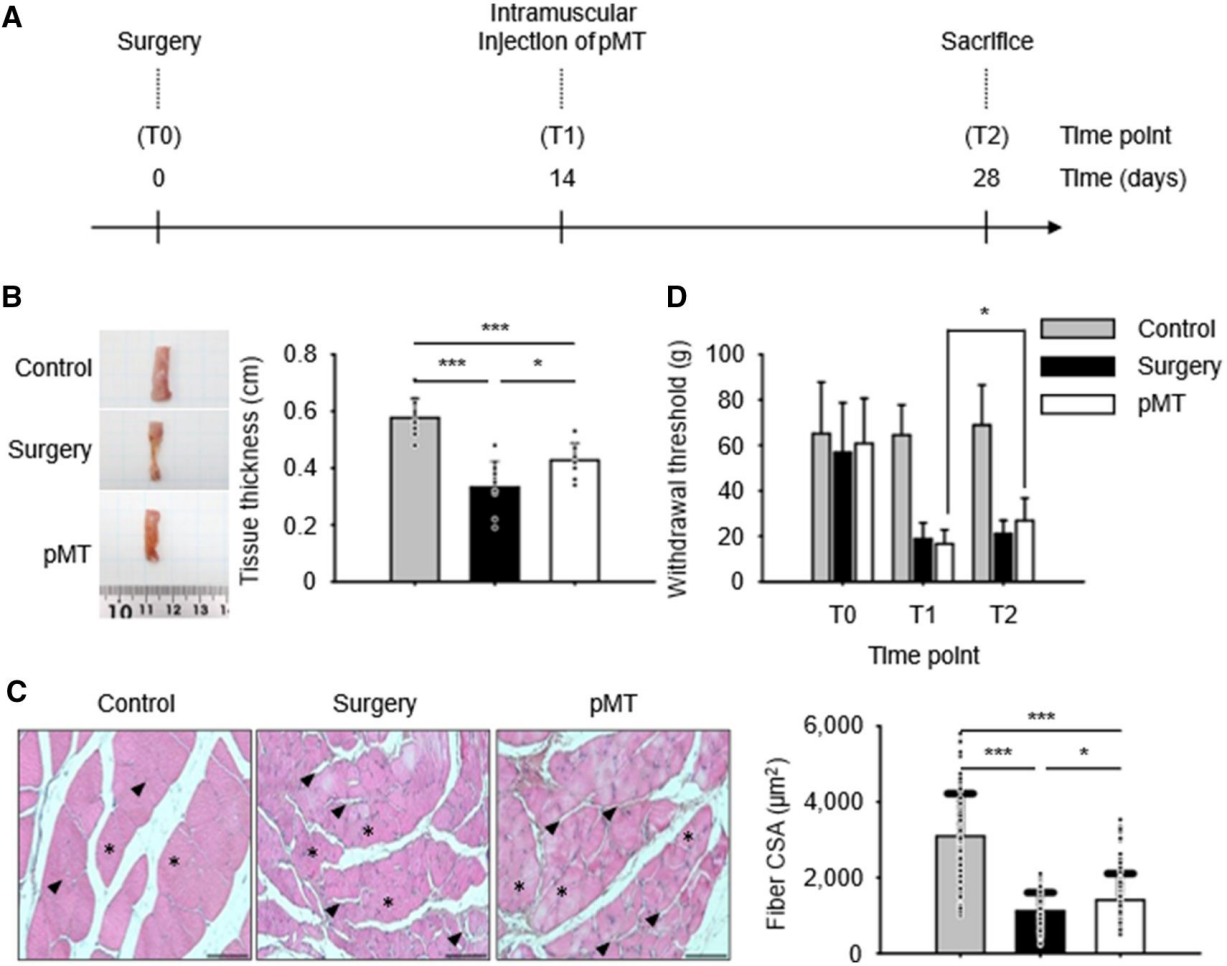
pMT transplantation alleviates muscle atrophy and pain in a rat model of spinal surgery-induced PMA. (**A**) Schematic timeline of the experimental procedure. Rats underwent spinal surgery at T0 (Day 0), followed by intramuscular injection of pMT at T1 (Day 14). Tissues were collected at T2 (Day 28) for histological and molecular analysis. (**B**) Representative images and quantification of paraspinal muscle thickness. (**C**) H&E staining and analysis of muscle fiber cross-sectional area (CSA). For each biological replicate (*n* = 3 for control and surgery-only; *n* = 5 for pMT), ≥100 fibers per animal were measured to assess fiber size distribution (technical replicates). Black arrowheads (▲) indicate inter-fiber spacing—noticeably widened in the surgery-only group and reduced in the pMT group. Black asterisks (*) denote representative muscle fibers, which appear irregular in the surgery-only group and show improved morphology in the pMT group. Annotated version of these images is provided in Supplementary Figure 6. All images were acquired at 100 × magnification; scale bar = 100 μm. (**D**) Mechanical withdrawal threshold measured by von Frey test at baseline (T0), postsurgery (T1) and post-treatment (T2). The pMT group exhibited a significant intra-group improvement from T1 to T2 (*P *< 0.05), while no improvement was observed in the surgery-only group. For each rat, withdrawal thresholds were measured in triplicate at each time point. Data are presented as mean ± SD for each group (*n* = 3 for control and surgery-only, *n* = 5 for pMT). *P < 0.05, ***P < 0.001.

After confirming successful PMA induction, we examined the effect of pMT treatment. In the pMT-injected group, immunofluorescence staining confirmed the presence of human mitochondria within the paraspinal muscle tissue (Supplementary Figure S5). Gross morphology and histological analysis showed muscle shrinkage in the surgery group, whereas the pMT group displayed thicker muscles and improved fiber integrity (Figure 3B and C). Quantification of muscle CSA also demonstrated a significant improvement in the pMT group.

To assess whether pMT also affected pain sensitivity, we conducted von Frey filament testing. Withdrawal thresholds decreased after surgery, consistent with increased mechanical hypersensitivity. However, rats receiving pMT treatment showed significantly higher thresholds, indicating attenuated mechanical hypersensitivity (Figure 3D).

### RNA sequencing analysis for functional prediction of DEGs

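Total RNA of rat multifidus muscle was sequenced in paired-end mode on the NovaSeq platform. Uninjured control rats gave 2 libraries and rats with spinal surgery alone gave 2. The pMT group, which had received 25 μg of pMT in 100 μL per site (50 μg per rat) on day 14 after surgery, gave 4 libraries. Tissue was collected on day 28. The authors trimmed the reads, aligned them to the rn6 assembly with RefSeq annotation and quantified them per gene with StringTie. They deposited whole-number read counts per gene without normalization. Total counts were 64352200 and 68593000 in the control libraries and 69303700 and 65643000 in the surgery libraries. In the pMT libraries they ranged from 57208800 to 73557900, with a median of 64862200. The same table holds 4 libraries of rats that received pMT with vitamin D (VitD) after surgery and 3 of rats that received VitD alone after surgery, on days that are not stated. Their totals ranged from 52342100 to 62249500 (median 54087000) and from 61902000 to 71377200 (median 70807500). From these counts, library sizes were scaled with edgeR's TMM factors, which ranged from 0.849 to 1.20. Genes with too few counts for a test were removed with edgeR's filterByExpr function, which left 17201 of 37991 genes over all 15 libraries. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and such floors cover counting error only.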

To understand how pMT transplantation affects gene expression in PMA, we performed RNA sequencing on multifidus muscle samples from the surgery and pMT groups. A total of 510 differentially expressed genes (DEGs) were identified, with 162 genes upregulated and 348 downregulated in the pMT group (Figure 4A). 

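The paper's methods mention Benjamini-Hochberg adjustment and define DEGs by a fold change of at least 2 and p under 0.05, which leaves open whether this p is the adjusted one. With edgeR's exactTest and the unadjusted p, 670 of 16609 genes were DEGs between the 4 pMT and 2 surgery libraries. Of these, 177 were higher and 493 lower in the pMT group. When the Benjamini-Hochberg adjusted p had to be under 0.05, 450 genes met the rule, 84 higher and 366 lower. Without pMT replicate 4 and with the unadjusted p, there were 864 DEGs. A quasi-likelihood test, fitted to all 15 libraries so that every group informed the spread between replicates, gave 334 genes with a Benjamini-Hochberg adjusted p under 0.05. Of these, 68 were higher and 266 lower, and 177 were also among the 670 DEGs. Without pMT replicate 2 this count was 123, and with library size only 23 genes were higher and 314 lower.

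The genes named next had the largest changes among those past the threshold of the quasi-likelihood test, with a mean log2 CPM of at least 1 and every pMT library beyond both surgery libraries. The 2 surgery libraries were closer to each other than any other pair of libraries. Among genes with 3000 to 10000 counts, their variance was 4.45 times counting noise, against 18.6 to 288 in the other pairs of a group. Shared RNA is a candidate explanation, so their SDs can understate the spread between rats. The p-values below treat them as 2 separate rats. LOC691532, listed as a pseudogene and named Rps25-ps11 in the GRCr8 annotation, had the largest increase, with a log2 fold change of 7.34 (standard error 0.587, adjusted p = 4.15e-05 from the quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 30.3 ± 15.5 CPM (SD, n = 4) in the pMT group and 0.186 ± 0.0117 CPM (SD, n = 2) in the surgery group. Its reads can be shared with Rps25, and it held 6.17% to 8.10% of the Rps25 level in the libraries of the control and pMT groups and of the rats given pMT with VitD. In the rats given VitD alone it was as low as with surgery, at 0.174 ± 0.0134 CPM (SD, n = 3). A litter or colony variant, a batch and the treatment follow whole groups here and cannot be told apart. A batch or colony difference could bear on every difference between the pMT and surgery groups. Slc25a25 (gene 246771) rose from 14.4 ± 0.0604 CPM (SD, n = 2) to 54.5 ± 9.44 CPM (SD, n = 4), a log2 fold change of 1.92 (standard error 0.375, adjusted p = 0.0196 from the same test). On the log2 scale, Mettl11b (gene 289167) rose by 1.95, Sbk2 (gene 691411) by 1.65 and RGD1561916 (gene 500441) by 1.46, with adjusted p-values of 0.0248, 0.0325 and 0.0185 from the same test. Ankrd1 (gene 27064) showed the largest decrease, from 248 ± 6.37 CPM (SD, n = 2) to 12.7 ± 3.74 CPM (SD, n = 4), a log2 fold change of -4.29 (standard error 0.573, adjusted p = 0.00242 from the same test). The pMT replicate 4 had the lowest Ankrd1 level, 7.16 CPM, against 14.1 to 15.3 CPM in the other pMT libraries. Klk1 (gene 24523) decreased from 9.67 ± 0.0780 CPM (SD, n = 2) to 0.959 ± 0.287 CPM (SD, n = 4), a log2 fold change of -3.34 (standard error 0.394, adjusted p = 0.000896 from the same test). The log2 fold changes of Myh3 (gene 24583), Actc1 (gene 29275) and Ctxn3 (gene 100188934) were -3.12, -3.01 and -2.95, with adjusted p-values of 0.0301, 0.00287 and 0.00103 from the same test. Myh3 and Actc1 have close paralogs whose reads the counting could have split between them. Without pMT replicate 1, the adjusted p-values of Mettl11b, Sbk2, RGD1561916 and Myh3 were no longer under 0.05. Sbk2 also lost its call without replicate 2 or 3, and Myh3 without replicate 2 or 4.

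**Figure D1:**
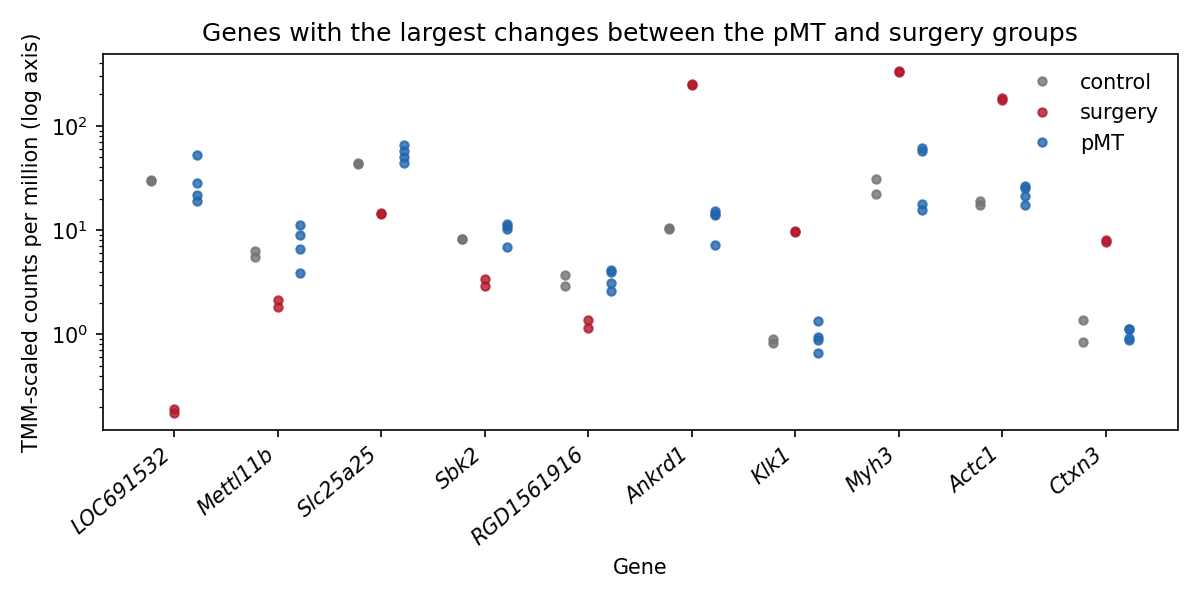
TMM-scaled CPM (log axis) of the 10 named genes in each control, surgery and pMT library. In each gene, the 4 pMT libraries lie on 1 side of both surgery libraries.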

To explore the biological significance of these changes, we conducted Gene Ontology (GO) and KEGG pathway enrichment analyses. 

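Gene lists written by hand before the counts were read were compared with the DEGs by Fisher's exact test (two-sided), with the 16609 tested genes as background. There were 13 lists, each tested among the higher and the lower DEGs, and Benjamini-Hochberg adjustment covered the 26 tests. This test takes genes as independent, so its p-values can be too small for genes that vary together. They do not measure the spread between rats. The adjusted p was under 0.05 in 3 tests, all of lower DEGs. The MHC class II list held 3 lower DEGs among 10 genes, where 0.297 were expected by chance (adjusted p = 0.0231 from Fisher's exact test). These were RT1-Ba, RT1-Bb and RT1-DOa, taken from the list after their values were seen, and RT1 genes have near-identical copies that could share reads. This result depended on the rule for DEGs, and with the adjusted p under 0.05 in that rule the list held 2 (adjusted p = 0.168). The most abundant members, Cd74, RT1-Da and RT1-Db1, had log2 fold changes of -0.90, -0.70 and -0.52, and all 10 members of the list were lower in the pMT group. The collagen list held 4 lower DEGs among 41 genes (odds ratio 3.55, adjusted p = 0.212 from Fisher's exact test). These were Col1a1, Col1a2, Col2a1 and Col16a1, also named after their values were seen. It held 2 higher DEGs (odds ratio 4.80, adjusted p = 0.298 from Fisher's exact test), Col4a3 with a log2 fold change of 1.15 and Col9a2. Col9a2 had 0 counts in both surgery libraries and 10 to 21 in the pMT libraries, at least 5.95-fold higher. Both were named after their values were seen. With the genes of the quasi-likelihood test in place of the DEGs, the list held 5 (adjusted p = 0.00211). The most abundant collagen transcripts, Col3a1, Col1a1 and Col4a1, had log2 fold changes of -0.86, -1.22 and -0.33. A list of genes that muscle induces on denervation held 12 lower DEGs among 20 genes (odds ratio 50.2, adjusted p = 1.08e-12 from Fisher's exact test). Of its most abundant members, Trim63 and Myh8 changed little, with log2 fold changes of 0.11 and 0.0009, and Myh3 was lower, at -3.12.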

GO terms were enriched across 13 cellular components, 223 biological processes and 15 molecular function categories (Figure 4B). 

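Among the 493 lower DEGs were 10 of the 33 genes on the list of complement components and regulators, with an odds ratio of 14.5 (adjusted p = 3.16e-07 from Fisher's exact test). Their log2 fold changes were -1.21 for C1qa, -1.68 for C3, -2.21 for C4a, -1.81 for C4b and -2.55 for C6, and between -1.37 and -1.02 for the other 5. These genes were named after their values were seen. C4a and C4b are near-identical copies, so that the counting could have split their reads. The most abundant members of the list changed less, with log2 fold changes of -0.15 for Clu, 0.13 for Cd59 and 0.43 for Masp1. In the quasi-likelihood test, 11 genes of the list passed with adjustment over all genes, each of them lower, and 16 lower and 1 higher when adjusted over the list alone. The higher gene was Cd55, with a log2 fold change of 0.46. Among the 177 higher DEGs the list held 1 gene, C4bpb, with 11 to 25 counts in the pMT libraries and 0 and 11 in the surgery libraries (adjusted p = 0.646 from Fisher's exact test). Cd55 and C4bpb were also named after their values were seen. The median of the list was -0.75, and 26 of its genes were lower in the pMT group. In limma's camera test its adjusted p was 1.05e-09 with a preset correlation between genes and 0.118 with one estimated from the data. The list of B cell and plasma cell markers had a median log2 fold change of -0.67 over 9 genes, 7 of them lower, with an adjusted p of 0.0686 from limma's camera test.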

KEGG analysis revealed that the DEGs were involved in 49 signaling pathways (Figure 4C).

**Figure 4.**
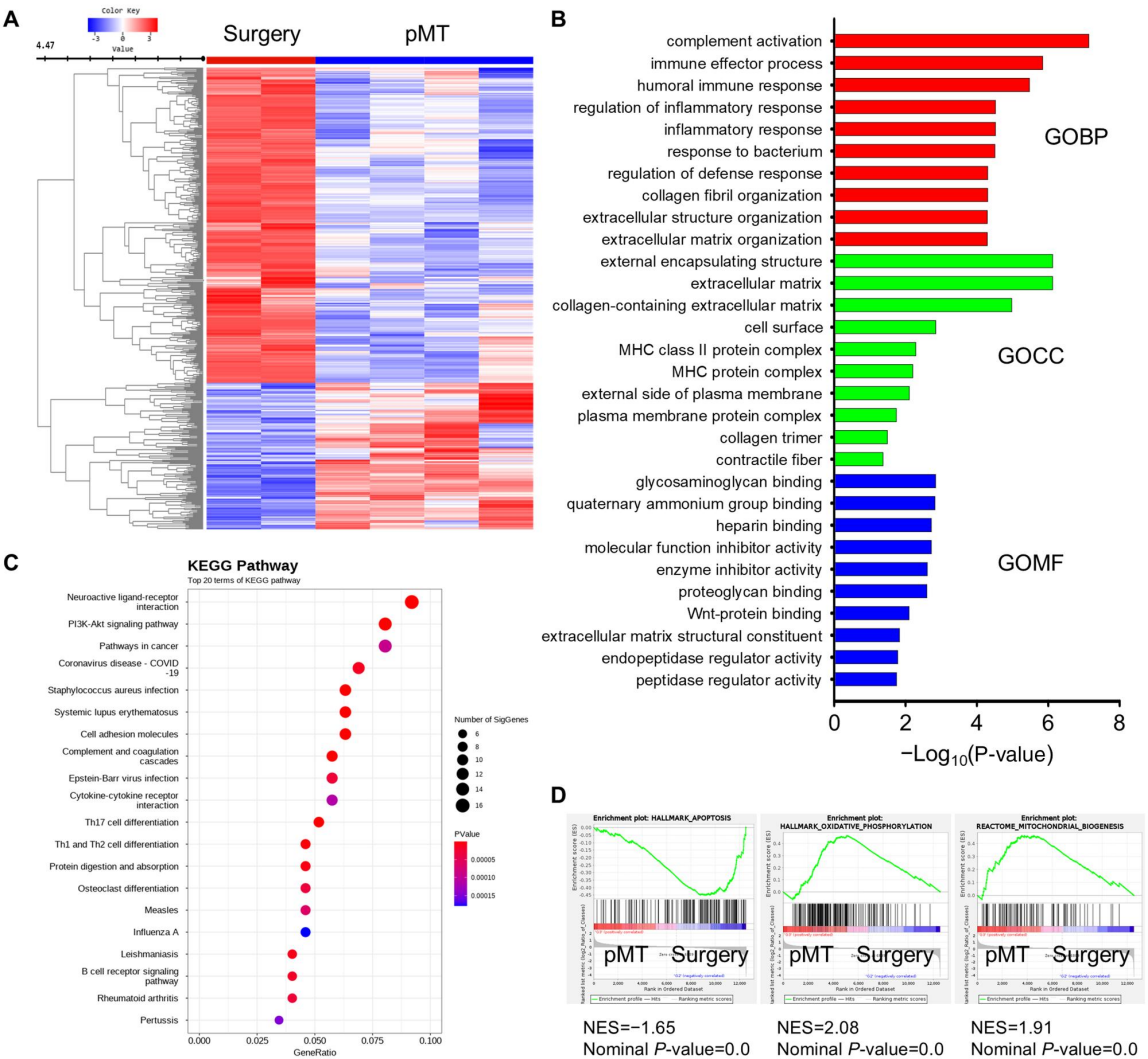
RNA Sequencing reveals transcriptional changes induced by pMT transplantation. (**A**) Heatmap showing differentially expressed genes (DEGs) between surgery and pMT groups. (**B**) Gene ontology (GO) analysis of DEGs: top 10 terms in biological processes (BP), cellular components (CC) and molecular functions (MF). (**C**) KEGG pathway enrichment analysis showing top 20 enriched pathways. (**D**) Gene set enrichment analysis (GSEA) indicating suppression of apoptosis and upregulation of oxidative phosphorylation (OXPHOS) and mitochondrial biogenesis in the pMT group.

Gene set enrichment analysis (GSEA) further showed that apoptosis-related gene sets were suppressed in the pMT group, while pathways related to oxidative phosphorylation (OXPHOS) and mitochondrial biogenesis were upregulated (Figure 4D). These findings suggest that pMT transplantation may exert its therapeutic effects by modulating mitochondrial activity and reducing cell death.

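Released gene sets were not used here, and the lists of OXPHOS, mitochondrial biogenesis and apoptosis genes were written by hand. The log2 fold changes of each list between the pMT and surgery groups were tested against all other genes with limma's camera function (preset correlation 0.01) over 13 lists. The 82 nuclear OXPHOS genes had a median log2 fold change of 0.13, with 70 higher and 12 lower (adjusted p = 0.00164 from camera), and a median of -0.02 when libraries were scaled by library size only, where the median of all genes was -0.12. Atp5b, Atp5a1 and Cox4i1, the most abundant of them, changed by 0.04, 0.10 and 0.13. The median of the 71 mitochondrial biogenesis genes was 0.11, with 52 higher and 19 lower (adjusted p = 5.03e-04 from camera), and -0.04 with library size only, so that both lists stayed above the median of all genes. The most abundant of these, Cycs, Idh2 and Mef2c, changed by 0.46, -0.05 and -0.01. In the quasi-likelihood test, 0 genes of either list passed over all genes or when adjusted over the list alone, and 1 OXPHOS gene and 13 mitochondrial biogenesis genes had an unadjusted p under 0.05. The 152 genes of the broad apoptosis list had a median of -0.11, with 105 lower and 47 higher (adjusted p = 0.0164 from camera). Of these, 3 were lower with adjustment over all genes (Cdkn1a, Erbb2 and Timp2) and 1 was higher (Fas), and the same numbers held when adjusted over the list alone. These 4 genes were named after their values were seen. Gsn, Txnip and Dcn, the most abundant on that list, changed by 0.22, 0.18 and 0.16. A narrower list of 42 core apoptosis genes had a median of -0.15 (adjusted p = 0.246 from camera). With the rotation test fry, the adjusted p was 0.644 for OXPHOS and 0.0494 for both mitochondrial biogenesis and the broad apoptosis list. With the correlation between genes estimated from the data in camera, none of the 3 lists passed the threshold, with adjusted p-values of 0.682, 0.167 and 0.306. The OXPHOS list moved most without pMT replicate 4, with an adjusted p of 0.976 from camera (7.80e-10 to 0.976 over all alternatives), and the broad apoptosis list had an adjusted p of 0.0636 without replicate 3.

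In a preranked enrichment (fgsea) on the log2 ratio of group means, the normalized enrichment score was 2.22 for OXPHOS, 1.79 for mitochondrial biogenesis and -1.80 for the broad apoptosis list. The adjusted p-values of 3.29e-06, 0.00213 and 1.17e-04 came from permuting genes, which are not independent replicates. When each pMT library was ranked alone against the surgery libraries, the mitochondrial biogenesis score lay between 1.13 and 2.10 and the apoptosis score between -1.999 and -1.34. The OXPHOS score was 2.47, -1.001, -2.14 and 3.35 in pMT replicates 1 to 4. Without replicate 4 it was -0.75, and the median log2 fold change of the OXPHOS genes was -0.03. The mean log2 CPM of the OXPHOS genes was 7.43, 7.22, 7.05 and 7.82 in pMT replicates 1 to 4, against 7.29 and 7.25 in the surgery libraries and 7.86, 7.91, 7.63 and 7.25 in replicates 1 to 4 of the rats given pMT with VitD, and the difference between groups was smaller than the spread within the pMT group. OXPHOS genes are short, and with a trend on gene length removed from every library, an alternative chosen after seeing the data, their median log2 fold change was 0.16. Their mean log2 CPM was then 7.44, 7.40, 7.40 and 7.52 in pMT replicates 1 to 4, all above the surgery libraries at 7.30 and 7.29. Without that removal, each pMT library had a higher mean of the mitochondrial biogenesis genes, 4.65 to 4.81, than both surgery libraries. Each also had a lower mean of the apoptosis genes, 3.66 to 3.78. From the direction of these gene sets, the paper proposes that pMT acts through mitochondrial activity and less cell death.

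**Figure D2:**
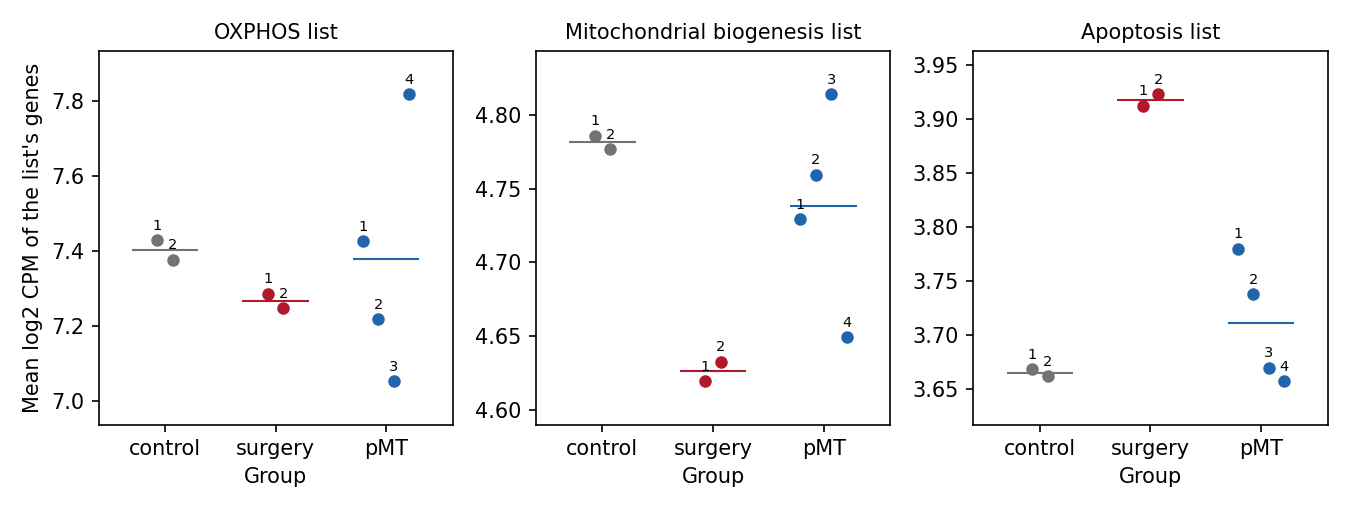
Mean log2 CPM (TMM-scaled) of the OXPHOS, mitochondrial biogenesis and broad apoptosis genes in each control, surgery and pMT library, with separate vertical axes. Points carry the replicate number and lines mark group means. The pMT libraries spread from 7.05 to 7.82 in OXPHOS genes, and with library size only the medians of the OXPHOS and mitochondrial biogenesis lists are -0.02 and -0.04, above the median of all genes of -0.12.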

### pMT transplantation inhibited apoptosis through mitochondrial biogenesis

Based on the transcriptomic data suggesting that pMT modulates mitochondrial and apoptosis-related pathways, we next assessed whether these changes were reflected at the protein level (Figure 5A). We first examined Desmin and myogenin, markers of muscle structure and regeneration. Both were significantly reduced in the surgery group but were restored following pMT transplantation (Figure 5B). Since muscle atrophy is associated with impaired protein turnover, we examined the AMPK/AKT/FoxO3a signaling axis. After surgery, AMPK and FoxO3a levels increased while AKT decreased, consistent with muscle atrophy. pMT treatment reversed these changes, suggesting a role in promoting anabolic signaling and suppressing atrophy (Figure 5C). Apoptosis markers were also evaluated. Bax was upregulated and Bcl-2 was downregulated after surgery, indicating increased apoptosis. These effects were reversed by pMT treatment (Figure 5D). To assess mitochondrial function, we measured the expression of oxidative phosphorylation (OXPHOS) complexes I–V, which were suppressed by surgery but recovered after pMT treatment (Figure 5E). In addition, the expression of PGC1α, a master regulator of mitochondrial biogenesis, was restored in the pMT group (Figure 5F).

**Figure 5.**
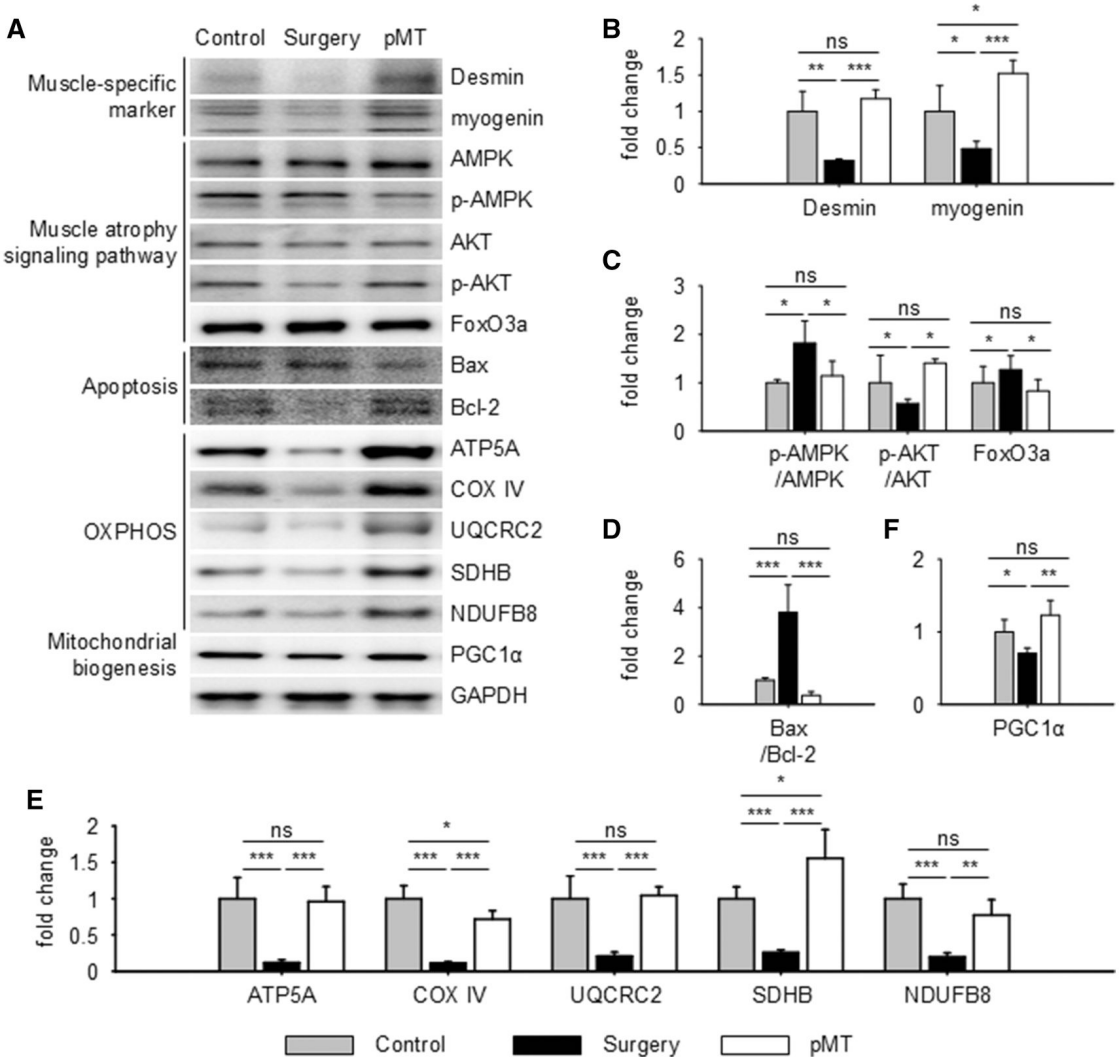
pMT modulates mitochondrial biogenesis, signaling pathways and apoptosis at the protein level. (**A**) Western blot images of proteins related to muscle structure, signaling, apoptosis and mitochondrial function. (**B**) Muscle-specific markers (Desmin, myogenin). (**C**) AMPK/AKT/FoxO3a pathway proteins. (**D**) Apoptosis-related markers (Bax, Bcl-2). (**E)** OXPHOS complex I–V proteins. (**F**) Mitochondrial biogenesis marker PGC1α. Western blot quantification was performed using independently obtained muscle samples from biological replicates (*n* = 3 for control and surgery-only; *n* = 5 for pMT). Each blot was independently repeated at least once to ensure reproducibility. Data are presented as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001. ns (not significant).

## Discussion

Paraspinal muscle atrophy is a common and clinically significant complication after spinal surgery. It leads to structural deterioration and compromised spinal stability through multiple pathological mechanisms [29]. Although minimally invasive surgical techniques have been developed to reduce PMA, its occurrence even after single-level discectomies suggests that current strategies remain insufficient [30, 31]. These findings underscore the need for regenerative approaches that go beyond conventional interventions such as exercise. In this study, we demonstrated that transplantation of pMT effectively mitigated PMA by increasing muscle fiber cross-sectional area, restoring mitochondrial function and reducing pain sensitivity. These results provide compelling evidence for pMT as a promising regenerative modality to overcome the limitations of existing treatments.

The observed increase in muscle CSA highlights the essential role of mitochondrial function in reversing PMA-related muscle atrophy [32]. Mitochondrial dysfunction—characterized by impaired ATP production, elevated reactive oxygen species (ROS) and activation of proteolytic pathways—is a key contributor to muscle degeneration [33]. Transplantation of pMT effectively restored mitochondrial bioenergetics, as evidenced by enhanced oxidative phosphorylation (OXPHOS) activity and increased ATP levels [13, 34]. Since OXPHOS is central to sustaining protein synthesis, cellular repair and regeneration, its recovery is crucial in the context of muscle preservation [35]. In PMA-affected tissues, disrupted OXPHOS reduces energy availability and promotes excessive ROS generation, which exacerbates oxidative damage and accelerates protein breakdown [36]. By stabilizing mitochondrial membranes and modulating ROS levels, pMT alleviate oxidative stress and help preserve mitochondrial integrity [18, 37], supporting cellular resilience and regeneration. In addition to restoring bioenergetics and reducing apoptosis, transplanted mitochondria may also buffer cytosolic Ca^2+^ levels [38]. This could prevent Ca^2+^-dependent activation of proteases and the opening of the mitochondrial permeability transition pore (mPTP), thereby preserving mitochondrial structure and function. A similar mechanism has been reported in dystrophin-deficient muscles [39]. Although we did not measure Ca^2+^ homeostasis directly in this study, this hypothesis warrants future investigation using calcium-sensitive probes and live-cell imaging.

The upregulation of myogenin and Desmin—key markers of muscle fiber development and structural integrity—indicates that muscle regeneration was successfully initiated following pMT transplantation [40, 41]. These changes were accompanied by alterations in gene and protein expression profiles, as well as increased fiber cross-sectional area, likely mediated by modulation of the AMPK/AKT/FoxO3a signaling axis. AMPK activity is regulated by the intracellular ATP/AMP and ATP/ADP ratios [42, 43]; thus, reduced ATP levels due to muscle damage can activate AMPK and promote catabolic signaling that contributes to atrophy. By restoring ATP levels, pMT may have attenuated AMPK activation while promoting AKT signaling, thereby supporting anabolic processes. In addition, pMT treatment suppressed pro-apoptotic signals and enhanced anti-apoptotic pathways, further contributing to muscle preservation under conditions of mitochondrial dysfunction.

The increased expression of PGC1α observed in this study indicates enhanced mitochondrial biogenesis, which may lead to improved mitochondrial density and cellular resilience [44]. PGC1α is a key regulator of mitochondrial biogenesis and plays an essential role in promoting muscle adaptation under oxidative and metabolic stress conditions. Previous studies have shown that PGC1α-mediated pathways contribute to the structural and functional recovery of mitochondria in stressed tissues. Therefore, the upregulation of PGC1α following pMT transplantation not only reflects restored mitochondrial function but also suggests a greater potential for long-term muscle regeneration and adaptation [45].

*In vitro* experiments confirmed the beneficial effects of pMT, particularly at a dose of 15 μg, indicating a saturation point beyond which no additional therapeutic advantage is observed (Figure 2B). The lack of additional benefit at higher doses suggests a saturation point in therapeutic efficacy, potentially reflecting either a plateau in bioenergetic restoration or cellular regulatory limits on exogenous mitochondrial processing.

Although no statistically significant difference was observed between the surgery-only and pMT groups at T2, the pMT group showed a significant intra-group improvement from T1 to T2 (*P *< 0.05), while the surgery-only group remained unchanged. This suggests that pMT promoted functional recovery over time. Furthermore, structural improvements observed in the pMT group (Figure 3C) support the therapeutic potential of pMT, which may not be fully reflected in behavioral assays with small sample sizes.

Importantly, despite their xenogeneic origin, intramuscular injection of human pMT into rats did not elicit a systemic immune response, as evidenced by stable levels of pro-inflammatory cytokines (TNF-α, IL-6, IL-1β, IFN-γ, IL-17A) in plasma (Supplementary Figure S4). Similarly, *in vitro* studies with LPS-stimulated human macrophage-like THP-1 cells showed no transcriptional or protein-level upregulation of inflammatory cytokines upon exposure to human-derived pMT (data not shown). These results suggest that isolated, membrane-intact pMT exhibit minimal immunogenicity, even though mitochondria contain damage-associated molecular patterns (DAMPs) such as mtDNA and cardiolipin. This low immunogenic profile is supported by previous studies. Ramirez et al. reported that both syngeneic and allogeneic mitochondria failed to elicit allo-reactive immune responses in recipient tissues, supporting the concept that mitochondria may be immunologically privileged organelles [46]. Similarly, other reports have shown minimal alloreactivity and innate immune activation following mitochondrial transplantation, particularly when mitochondrial membrane integrity is preserved [46, 47]. Nevertheless, long-term and repeated-dose studies are warranted to comprehensively evaluate the safety profile of pMT-based therapies.

The presence of transplanted mitochondria in recipient tissues is a critical factor influencing their therapeutic efficacy. In this study, only a small number of transplanted pMT were detectable two weeks after injection (Supplementary Figure S5), suggesting rapid clearance from the tissue. This observation aligns with our prior findings in allogeneic mitochondrial delivery to natural killer cells, where mitochondria were similarly cleared within two weeks. However, the literature remains divided: another group has detected exogenous mitochondria in recipient cells for periods extending up to 28 days or more, depending on delivery method and tissue context [16], others—including our previous work [48]—suggest that most exogenous mitochondria are cleared within approximately 2 weeks [49]. This variability likely reflects the complex interplay of delivery vehicles, host immune responses, mitophagy activity and fusion efficiency.

Rapid depolarization of mitochondrial membrane potential, particularly in calcium-rich extracellular environments, may trigger mitophagy via pathways such as PINK1–Parkin, accelerating degradation. Although mitophagy activation was not directly assessed, our independent biodistribution analysis revealed that exogenous mitochondrial DNA declined rapidly within 3 days, suggesting possible involvement of mitophagy or immune-mediated removal. In parallel, our recent study in a CLI model confirmed that mitochondria could enter damaged muscle fibers and partially integrate with the host network [50]. These findings imply that only a subset of injected mitochondria may persist, while the remainder is selectively eliminated. Elucidating the balance between clearance and integration will be key to optimizing therapeutic strategies.

Although our study did not directly assess mitochondrial fusion, supporting evidence from our recent work in a critical limb ischemia model showed the presence of transplanted mitochondria inside muscle fibers via transmission electron microscopy (TEM) [50], suggesting structural incorporation into recipient cells. These findings raise the possibility that, under appropriate conditions, pMT may engage in functional integration rather than acting solely via transient paracrine effects. In parallel, our previous studies including ultrastructural TEM analysis have confirmed intracellular localization of exogenous mitochondria in ischemic muscle tissue following systemic administration, supporting their internalization capacity and therapeutic relevance in different contexts. This further underscores the translational applicability of our pMT-based platform.

To further investigate mitochondrial persistence, our previous study tracked donor mitochondria in NK cells, revealing signal loss over several days via mtDNA qPCR and fluorescence imaging [50]. In addition, a recent GLP-compliant biodistribution study using tendon injection and RT-PCR quantification showed a steep decline in mitochondrial DNA by Day 3 and minimal levels by week 4 (*data not shown*). These findings underscore the transient nature of mitochondrial persistence and highlight the importance of optimizing dosing frequency in future therapeutic applications. Future studies are warranted to clarify the extent and duration of such integration and to identify the signaling pathways that mediate the observed regenerative outcomes.

Our findings demonstrate the regenerative potential of pMT transplantation in mitigating paraspinal muscle atrophy by restoring mitochondrial function and promoting structural muscle recovery. However, several limitations should be acknowledged. First, the small group sizes (*n* = 3 ∼ 5) may limit the reliability of our findings and reduce the ability to detect subtle differences between groups. Future studies with larger sample sizes are warranted to validate the therapeutic effects of pMT and strengthen the reproducibility of the results. Second, although a small portion of pMT was still detectable two weeks after injection, we did not examine earlier time points or quantify residual levels relative to the initial dose. Future studies are needed to track mitochondrial clearance dynamics using quantitative and time-resolved approaches. Third, the present study assessed only a single administration of pMT, leaving the safety and efficacy of repeated dosing unexamined. Given that we administered the maximum feasible dose (50 μg per rat) under resource and safety constraints, the optimal *in vivo* dosing of pMT remains to be established. Future dose–response studies are needed to determine the minimal effective dose and balance therapeutic efficacy with safety. Moreover, given the transient presence of transplanted pMT, determining the duration of sustained functional benefits and the necessity of repeated dosing remains a critical issue. In the present study, assessments of muscle fiber morphology and pain sensitivity were limited to two weeks post-injection, which coincided with the near-complete clearance of transplanted pMT. Thus, it remains unclear whether the observed improvements persist beyond the disappearance of exogenous mitochondria. Future studies should assess long-term outcomes and evaluate whether repeated administrations enhance or prolong therapeutic efficacy. Finally, we did not directly evaluate neuromuscular junction (NMJ) integrity or reinnervation. Future studies will include immunofluorescence analyses of postsynaptic acetylcholine receptors and presynaptic markers (e.g. synaptophysin, neurofilament) to assess NMJ preservation and functional restoration. Incorporating these endpoints will be critical to determine whether pMT therapy promotes not only myofiber regeneration but also neuromuscular reconnection.

While centrifugation was used to enhance mitochondrial uptake *in vitro*, *in vivo* uptake appears to occur under pathological conditions without physical forcing. In our recent CLI model study, mitochondria were internalized by ischemic muscle tissue without centrifugation [50]. This supports prior findings that cellular stress enhances mitochondrial entry via macropinocytosis or similar pathways. Notably, Kesner et al. reported that this process was blocked by heparan sulfate analogs, indicating receptor-mediated uptake [47]. Future studies are needed to quantify internalization efficiency and delineate the precise mechanisms.

This study represents the first investigation to demonstrate the therapeutic potential of pMT transplantation for PMA. Moreover, although our initial protocol yielded ∼2 µg of pMT protein per 1 mL of plasma (corresponding to ∼60 µg from each donor), recent improvements have increased the yield up to fivefold. Further characterization—such as nanoparticle tracking analysis—to determine the absolute number of mitochondrial particles and recovery efficiency would be valuable in optimizing and adapting this method for clinical applications. Future research should aim to further elucidate the underlying mechanisms and expand the application of pMT, including its integration with stem cell-based strategies.

In particular, combining pMT with mesenchymal stem cells may enhance regenerative efficacy by leveraging both mitochondrial replenishment and stem cell-mediated paracrine signaling. These strategies will contribute to the development of more effective and clinically translatable treatments for muscle atrophy following spinal surgery. Future studies should also investigate the safety and efficacy of repeated pMT administrations or encapsulated delivery systems to enhance therapeutic sustainability and overcome rapid mitochondrial clearance.

## Supplementary Material

rbaf090_Supplementary_Data

# Supplementary material for: Plasma-derived mitochondrial transplantation attenuates paraspinal muscle atrophy following spinal surgery
**Source:** Regen Biomater. 2025 Aug 21;12:rbaf090. doi: 10.1093/rb/rbaf090
**Supplement:** rbaf090_Supplementary_Data

**Plasma-derived Mitochondrial Transplantation Attenuates Paraspinal Muscle Atrophy Following Spinal Surgery**

Ikhyun Lim^1,2,#^, Seong-Hoon Kim^1,#^, Mi Jin Kim^3^, Chang-Koo Yun^3^,

Kyunghoon Min^2*^, Yong-Soo Choi^1,3,4**^

# These authors contributed equally to this work

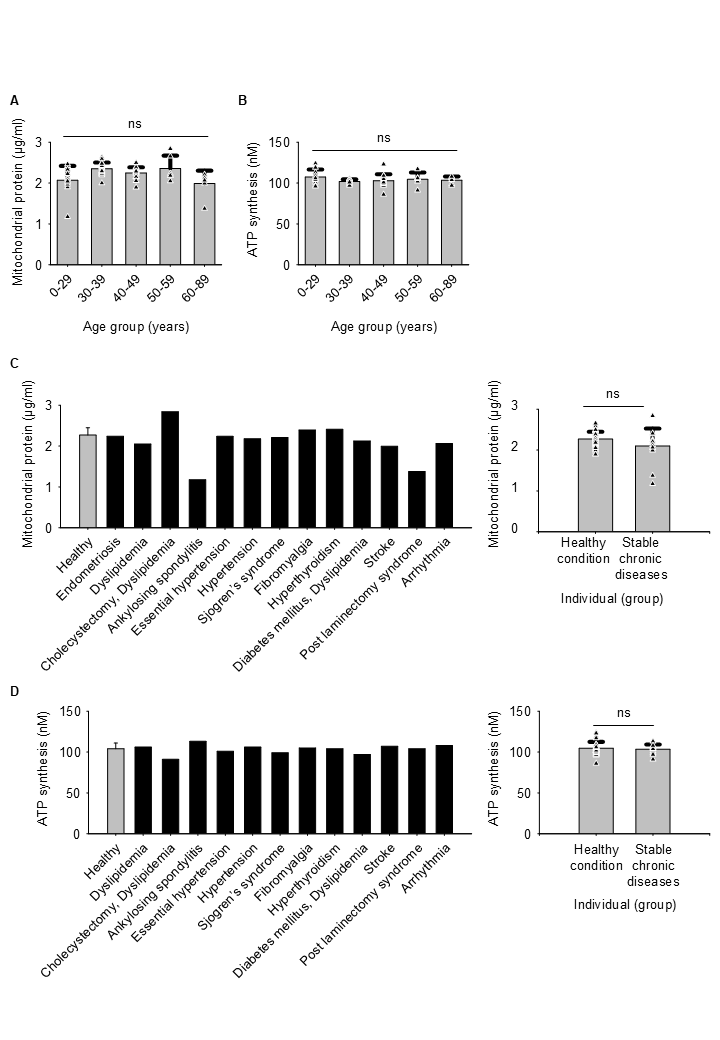

**Supplemental Figure 1.** Assessment of pMT quantity and ATP synthesis across different ages and health statuses. (A) pMT protein yield and (B) ATP synthesis rate analyzed across age groups: 20s (n = 11), 30s (n = 18), 40s (n = 17), 50s (n = 6), and 60s (n = 6). (C) pMT protein yield and (D) ATP synthesis rate compared between healthy individuals (n = 45) and those with stable chronic disease (n = 12-13). Data are presented as the mean ± standard deviation. ns (not significant).

**
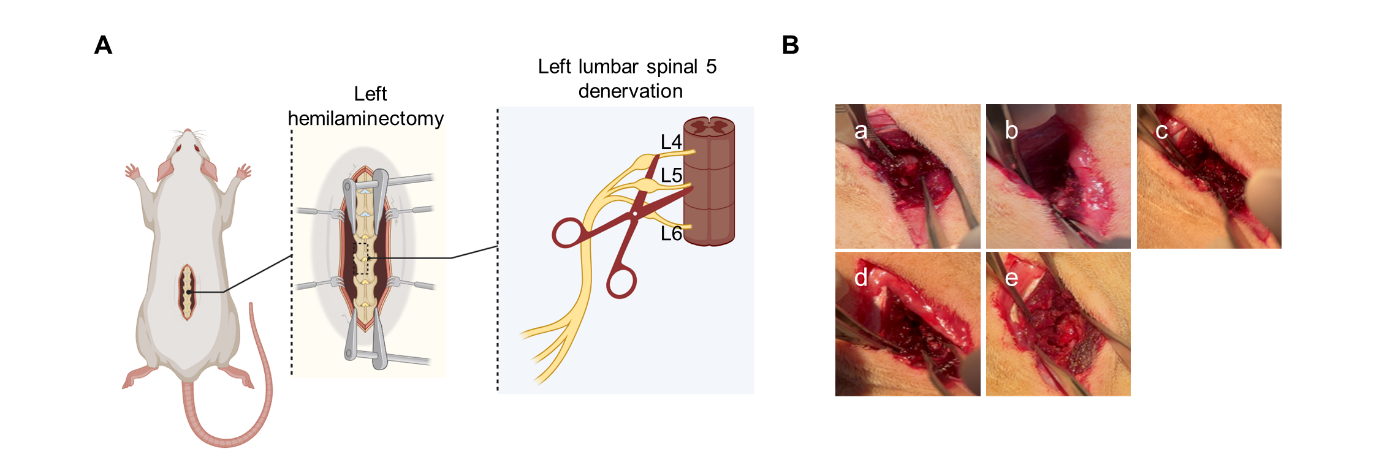
**

**Supplemental Figure 2.** Verification of an in vivo spinal surgery model. (A) Schematic illustration of the left hemilaminectomy and L5 spinal nerve denervation procedure. (B) Step-by-step photographs of the surgical procedure: (a) pre-surgery image showing the exposed bone; (b) Post-hemilaminectomy image revealing the spinal cord; (c) L5 nerve tied with 6-0 black silk; (d) Nerve severed proximal to the tied point; (e) Final post-surgery view.

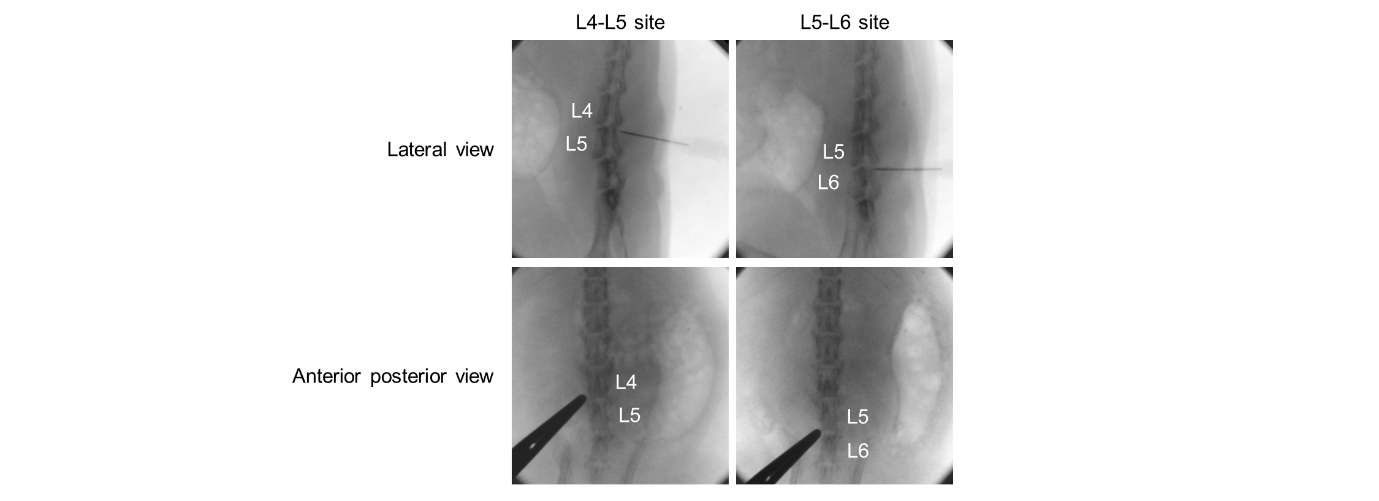

**Supplemental Figure 3.** Precise injection guided by C-arm imaging. An injection at a depth of 9 mm was administered into the left paraspinal muscle adjacent to the L4–L5 and L5–L6 spinous processes under C-arm guidance. Both lateral and anteroposterior views illustrate the needle position during the procedure.

**
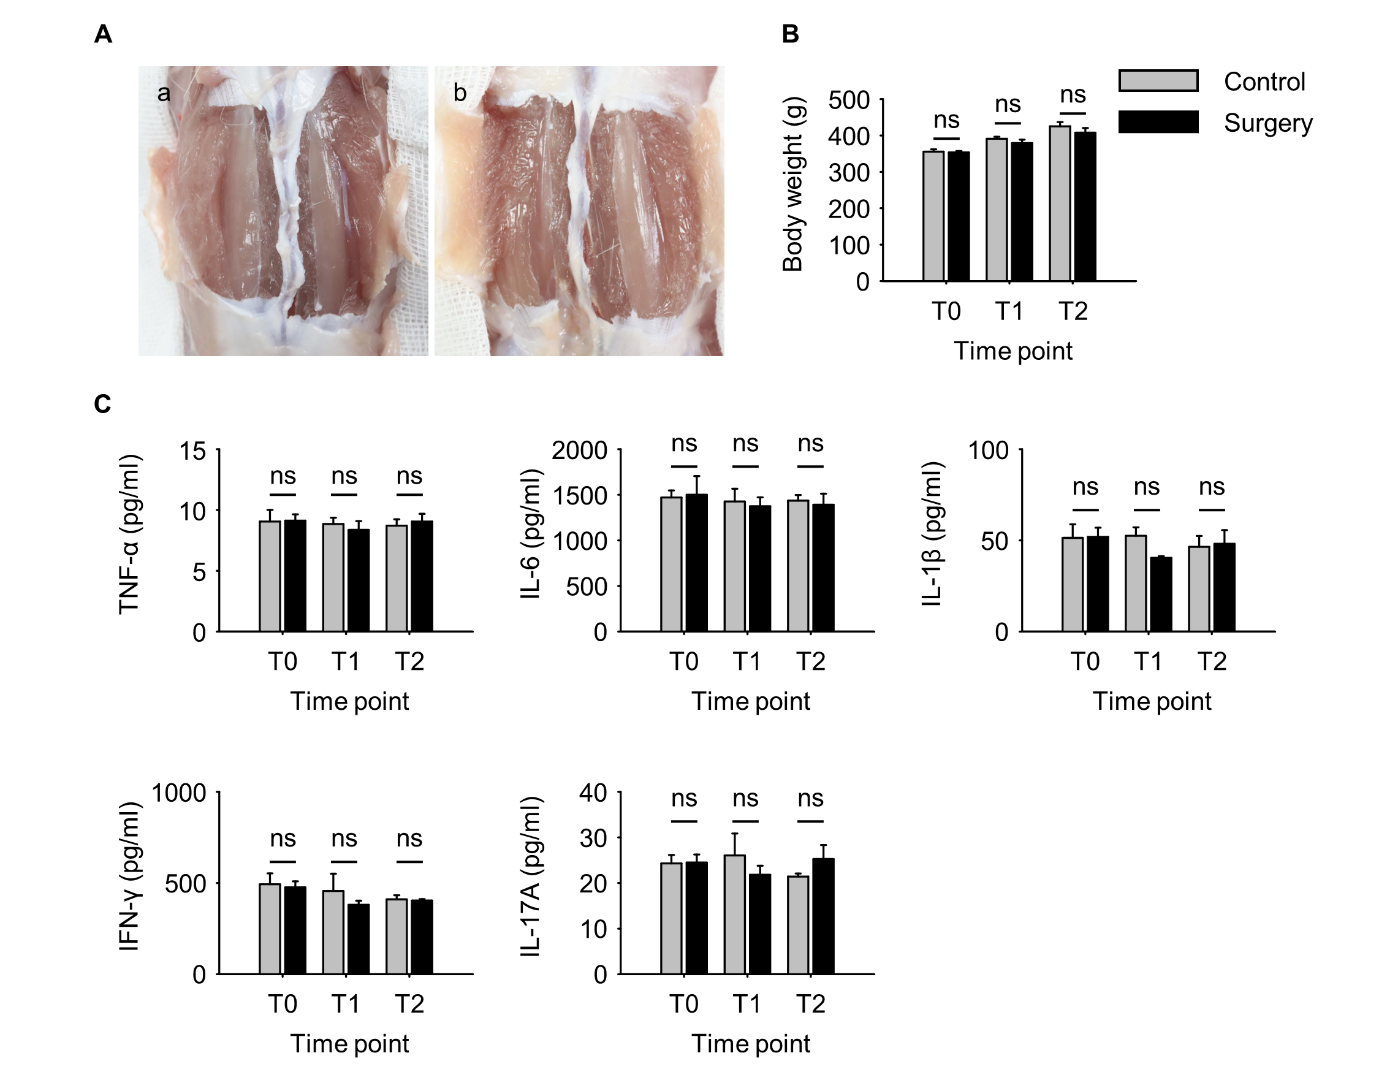
**

**Supplemental Figure 4.** (A) Post-mortem images of paraspinal tissues: (a) Control group without nerve severance; (b) Surgery group with nerve severance. (B) Body weight changes in both control and surgery groups at three time points: T0 (pre-surgery), T1 (two weeks post-surgery), and T2 (two weeks after T1). (C) Plasma cytokine analysis of TNF-α, IL-6, IL-1β, IFN-γ, and IL-17A in the control and surgery groups at T0, T1, and T2, obtained via multiplex analysis. Data are presented as the mean ± standard deviation. ns (not significant).

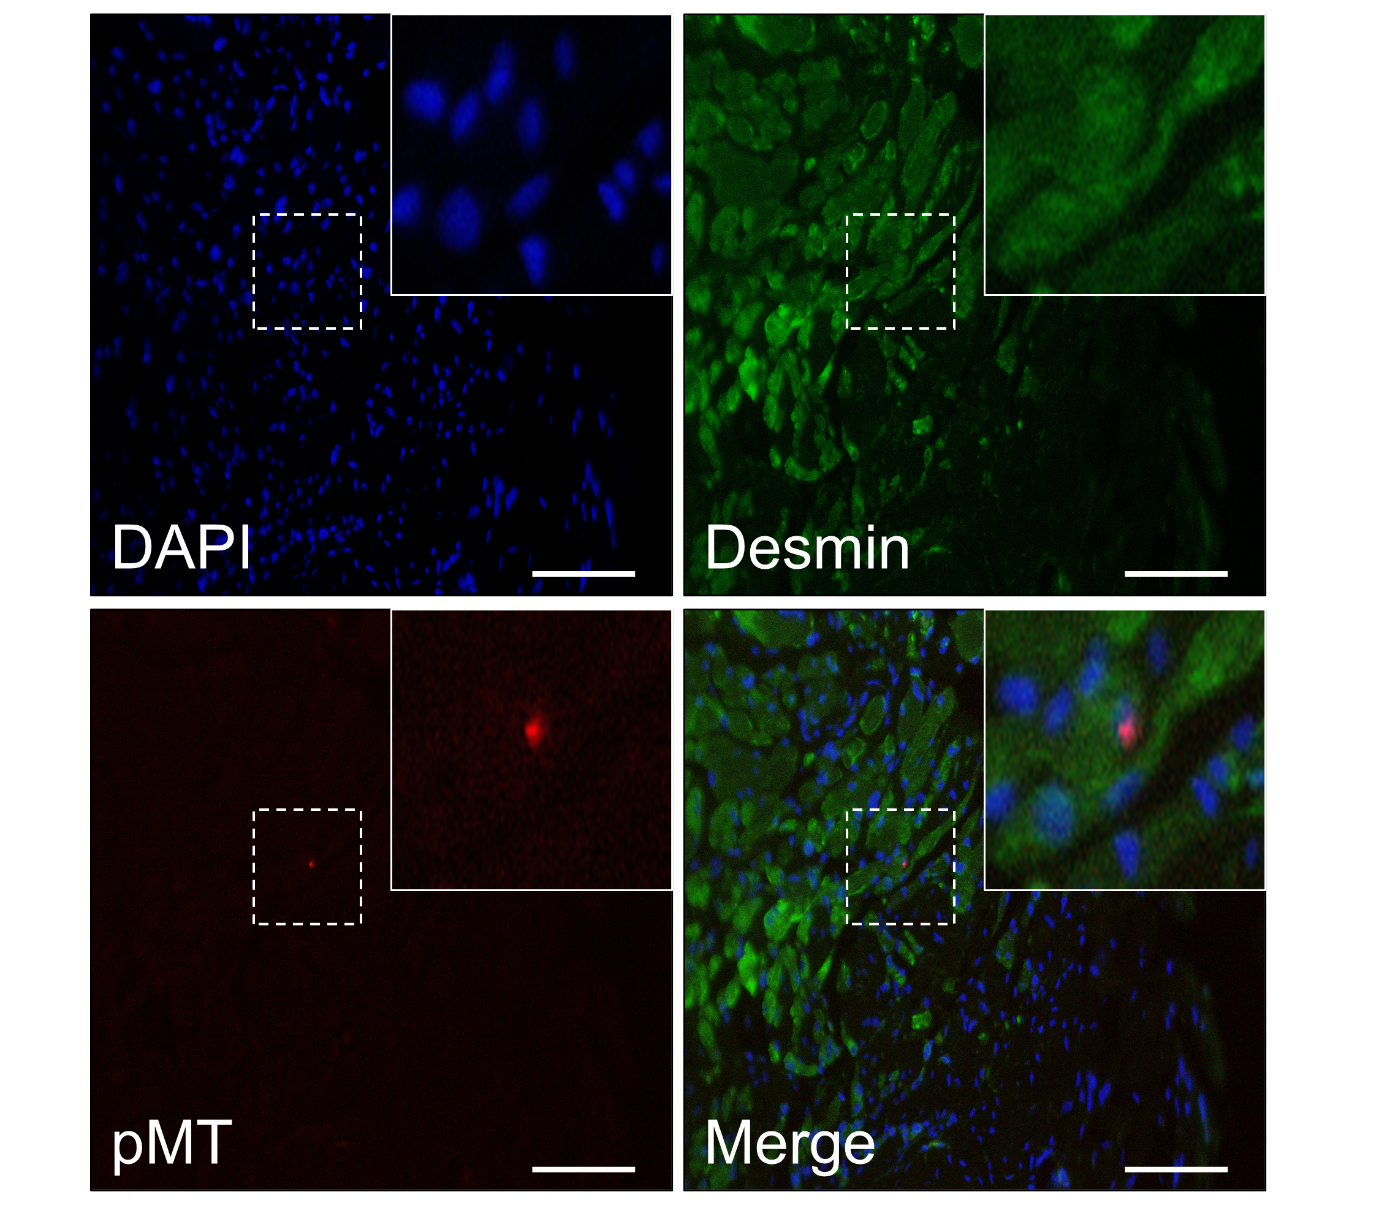

**Supplemental Figure 5.** Immunofluorescence analysis of transplanted human mitochondria in the paraspinal muscle 4 weeks post-transplantation. Images show human mitochondria (red) and Desmin (green). Scale bar = 100 μm.

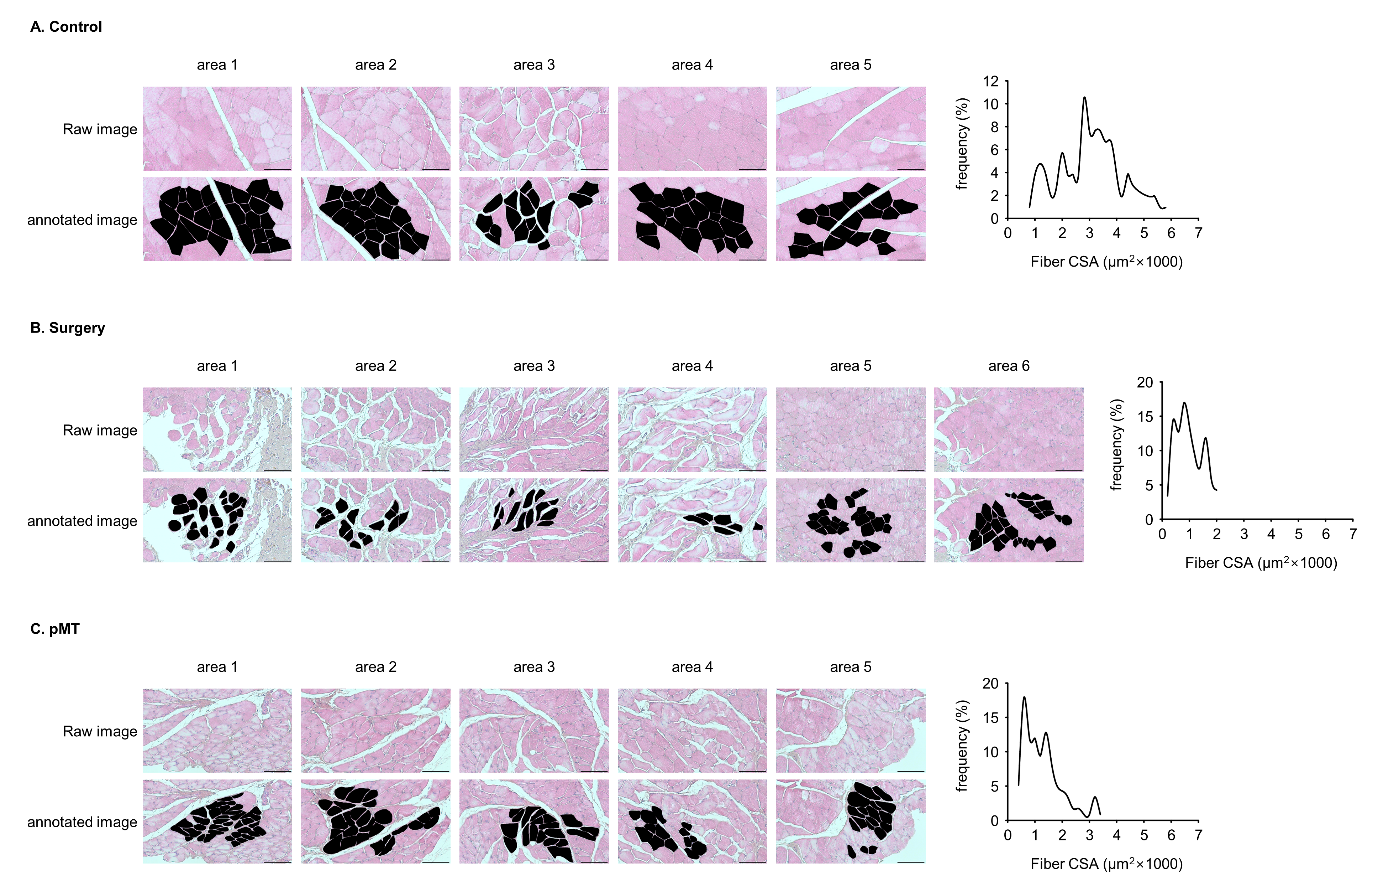

**Supplemental Figure 6.** Muscle sections (top panels) and annotated fiber segmentation (bottom panels) with fiber size distribution histograms. Each annotated image highlights individual muscle fibers (filled in black) used for CSA measurement. To the right, a histogram displays the frequency distribution (%) of fiber CSA for all annotated fibers. All magnifications were acquired at 100 **×** magnification; scale bar = 100 μm. Fiber CSA was measured for 100 fibers per group.

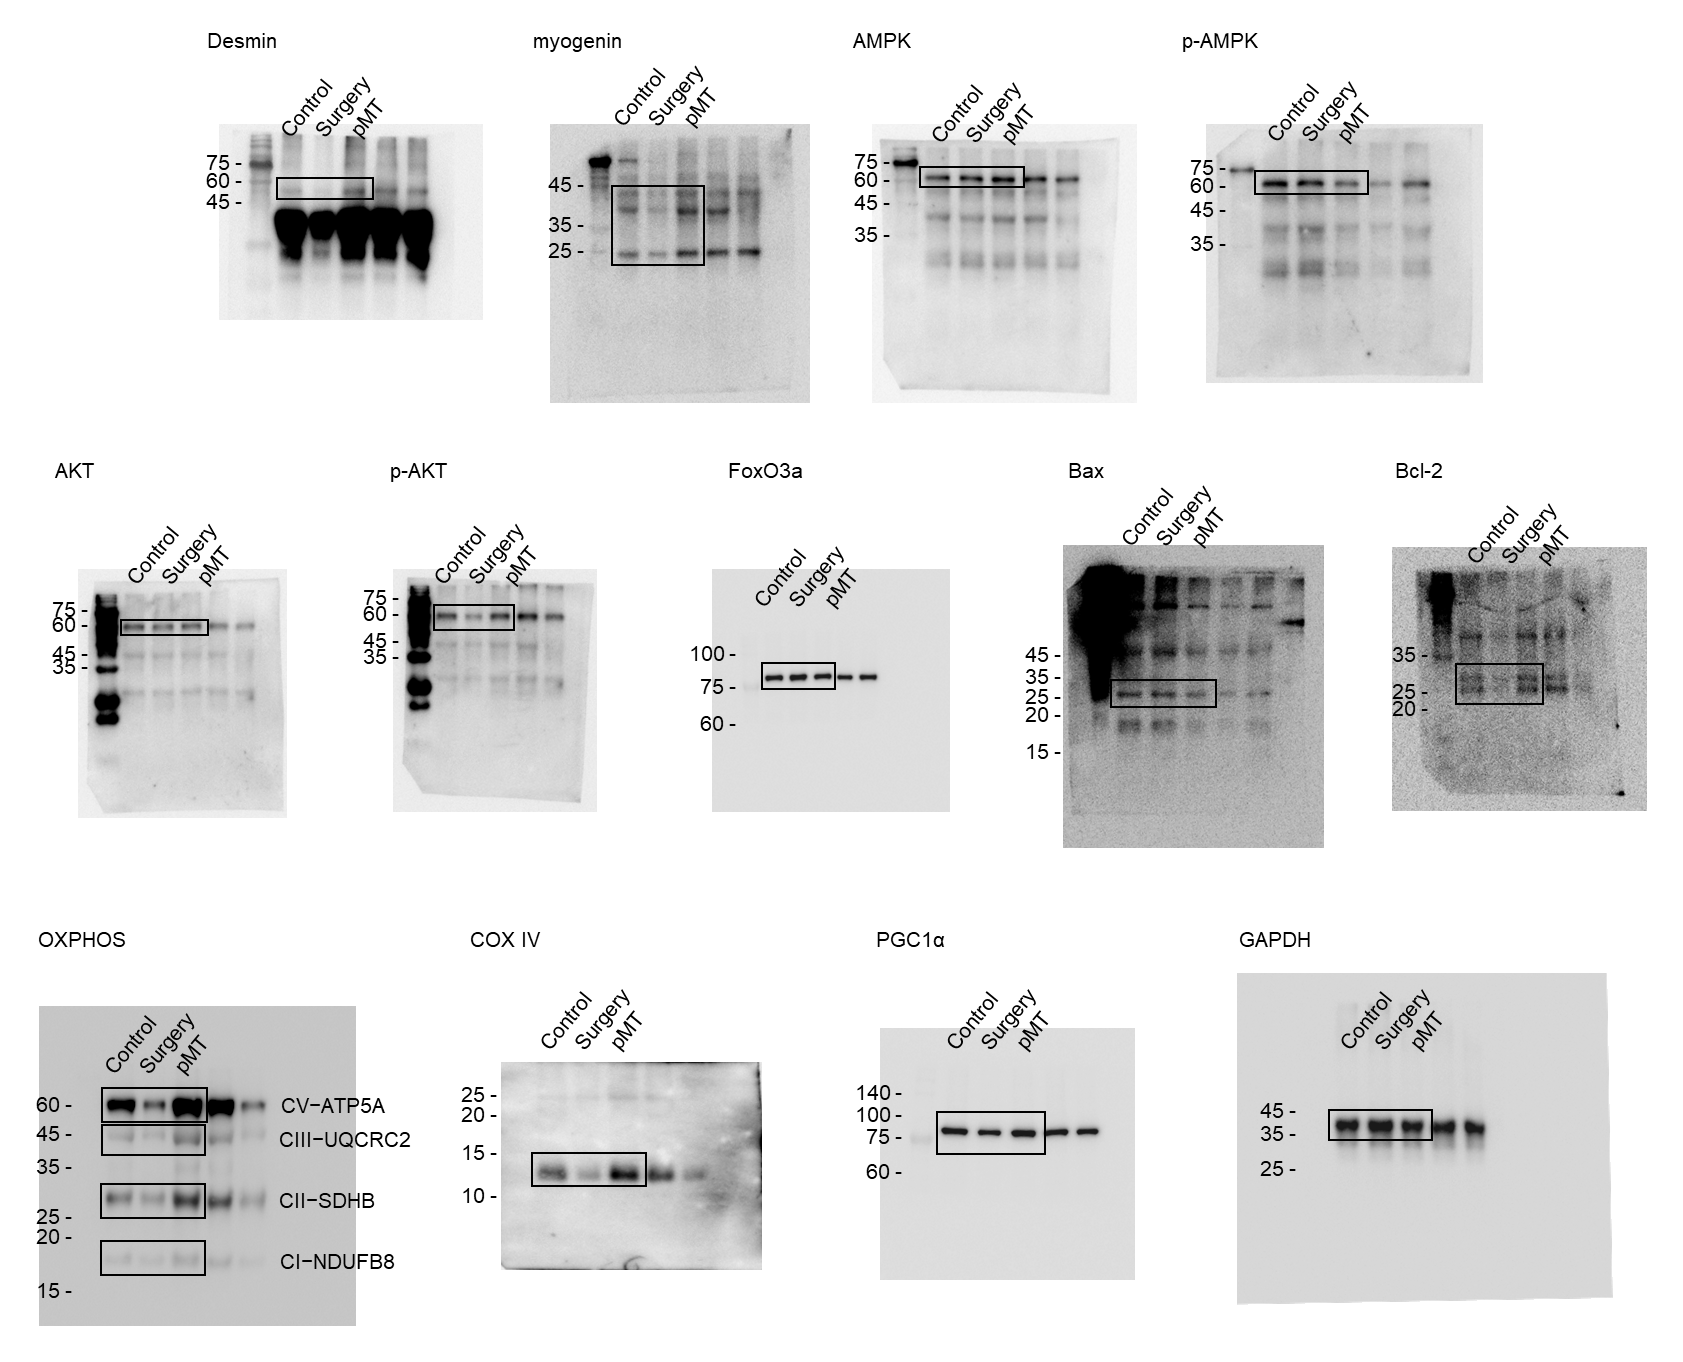

**Supplemental Figure 7.** Uncropped images from Western blots. Images are shown that correspond to Figure 5A.

How the deposited data were processed for this re-analysis (not part of the article)

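Multifidus muscle RNA of rats in 5 groups was measured by paired-end RNA sequencing in 15 libraries, with 2 control libraries, 2 of the surgery group, 4 of the pMT group, 4 of rats given pMT with vitamin D (the pMT/VitD group) and 3 of rats given vitamin D alone (the VitD group). Groups were taken from the sample labels, and the text of the paper describes the first 3 of these groups. The labels give a dose of 150 μg of cholecalciferol per site, 300 μg per rat, for both groups with vitamin D.

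The authors trimmed reads with Trimmomatic, aligned them to the rn6 assembly with HISAT2 and NCBI RefSeq annotation, sorted them with SAMtools and quantified them with StringTie. They deposited read counts per gene without normalization, 1 column per library. They also deposited TPM values, scaled by the authors to the same total in every library, and FPKM values in another 15 columns, 1 per library, which were not used here. Counts were used for every test. The TPM values served only to derive a relative effective length for each gene, as its mean count divided by its mean TPM. Handling of strand and of reads that align to several genes is not stated in the text, so genes with near-identical copies and overlapping genes are uncertain. The table names 37991 genes by identifier and symbol, of which 13263 had 0 counts in every library and 15981 had a count in every library. A symbol was shared by another gene in 428 cases. Gene names came from the table, and the GRCr8 annotation was used for names and neighbours only.

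Total counts ranged from 52342100 to 73557900 per library, with a median of 64352200. The 13 protein genes of the mitochondrial genome took 10.7% to 22.6% of counts. A count of 3 or fewer in every library of a group was treated as the floor. Of the 334 genes called between the pMT and surgery groups, 3 had a group at the floor, and no median of a gene list in that comparison changed when such genes were set to their bound.

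Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. The DEG rule was applied with edgeR's exactTest to the surgery and pMT libraries, with TMM factors, tagwise dispersions and the filterByExpr genes. It took a fold change of at least 2 and an unadjusted p under 0.05, with the adjusted p as an alternative, since the paper's methods leave open which was used. The other comparisons used edgeR's quasi-likelihood F-test (glmQLFit with robust estimation) on all 15 libraries with TMM factors. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The comparisons were pMT against surgery, surgery against control, VitD against surgery, pMT/VitD against surgery and pMT/VitD against pMT. Those of pMT, pMT/VitD and VitD against control were added after the data were seen.

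There were 13 gene lists, written by hand. They covered OXPHOS, mitochondrial biogenesis, broad apoptosis, core apoptosis, complement, collagen, MHC class II, macrophage, B cell and plasma cell, adipocyte, slow fibre, fast fibre and denervation genes. Lists were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), with fry and camera with an estimated correlation as alternatives. The preranked enrichment used fgsea (seed 7) on the log2 ratio of group means with a pseudocount of 1. Fisher's exact test compared lists with DEGs. Released GO, KEGG and hallmark sets were not used here.

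The genes named in the text followed a rule. It took the transcripts of the proteins in the paper's blots, and for pMT against surgery the 5 higher and 5 lower genes with the largest change among those called, with a mean log2 CPM of at least 1 and every pMT library beyond both surgery libraries. It took at most the 3 most abundant members of each list, and at most 2 higher and 2 lower genes for another comparison. Other genes are marked in the text as chosen after their values were seen.

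The comparisons, tests, lists, naming rule and alternatives were fixed before the data were examined, apart from those described as added or chosen after seeing the data. The alternatives were RLE or library size scaling, DESeq2, limma voom with sample quality weights, other filters on counts (at least 10 in every library, or any), only the 2 groups compared in the fit, a fold change threshold, a replicate block and leaving out each replicate. Comparisons that share the surgery libraries were set beside 20 simulations of unchanged groups (seed 11), with the spread of each gene estimated over all 15 libraries.

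The quasi-likelihood test and the DEG rule were run on simulated counts with 200 changed genes. The quasi-likelihood test recovered 85.5% of them among 16903 genes, with 6 false calls, and 98% of the 100 that changed 4-fold. The DEG rule recovered 72.5% among 16550 genes, with 254 false calls.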

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

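The tests of an exchange of labels, of the gene length trend in that exchange and of other splits of the libraries were chosen only after the result was seen. Among 82 sets of 4 libraries, 5 values lay far from the other 3 of their group, where 4.1 would by chance.

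All 5 of these values belong to pMT replicate 4 or pMT/VitD replicate 4. The pMT replicate 4 had 117 CPM of Akt1 against 96.7 to 99.3 in the other pMT libraries, 7.16 CPM of Ankrd1 against 14.1 to 15.3, and 22.6% of its counts on the 13 protein genes of the mitochondrial genome against 11.1% to 12.9%. The pMT/VitD replicate 4 had 11.5 CPM of Foxo3 against 2.77 to 4.19 in the other pMT/VitD libraries, and a TMM factor of 0.982 against 0.849 to 0.867. In the levels of abundant genes, pMT replicate 4 was closer to the other pMT/VitD libraries (spread of log2 ratios 0.16 to 0.25) than to the other pMT libraries (0.28 to 0.49). The pMT/VitD replicate 4 was closer to pMT replicates 1 to 3 (0.18 to 0.23) than to the other pMT/VitD libraries (0.34 to 0.44).

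Between the pMT/VitD and pMT groups, 0 genes were called under the labels by edgeR's quasi-likelihood test on these 8 libraries, and 1185 had an unadjusted p under 0.05. All 35 of the 35 splits of the 8 libraries gave as many calls, an outcome that a count of 0 fixes, and 9 gave as many genes at an unadjusted p under 0.05. The split that exchanges pMT replicate 4 with pMT/VitD replicate 4 gave 4478 calls among 15711 genes, and the most in any other split was 14. One candidate explanation is an exchange of the labels of these 2 libraries. It cannot be told apart from chance in the rats or their tissue, because the exchange was found on the same data. Some genes followed the labels instead. Des was at 3846.5 to 4233 CPM in the pMT libraries and 4985 to 5749 CPM in the pMT/VitD libraries. Atp5a1 was at 1310 to 1387 CPM and 1482 to 1692 CPM. An exchange would undo both separations. Both genes were picked here after their values were seen. Under the labels, 4.86% of the tested genes separated the 2 groups, against 2.86% by chance. The transcript examined as a mark of the VitD treatment, Cyp24a1, could not decide on the exchange, with 0 counts in all 15 libraries. Vitamin D is known to induce this gene, which was chosen after the exchange was seen. Another candidate is a trend of expression on gene length, whose rank correlation in the pMT group ran from -0.32 in replicate 4 to 0.45 in replicate 3. Once that trend was removed from every library, the exchange gave 1903 calls and the most in any other split was 22, which argues against the trend as the whole cause and leaves it open as part of it. The first threshold set for this test, that more calls be left than lost if the trend was not the cause, would have counted 1903 in favour of the trend. It was replaced, after this value was seen, by a comparison with the other splits. No library was moved to another group. The exchange would bear on the OXPHOS result. The mean log2 CPM of OXPHOS genes in pMT replicates 1 to 3 and pMT/VitD replicate 4 was 7.43, 7.22, 7.05 and 7.25, which is not higher as a group than 7.29 and 7.25 in the surgery libraries. With the length trend removed these 4 were 7.44, 7.40, 7.40 and 7.37, above the surgery libraries at 7.30 and 7.29.

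The paper does not report on the VitD and pMT/VitD groups. Between pMT/VitD and surgery, 1279 genes were called, 413 higher and 866 lower (598 without pMT/VitD replicate 2 and 2198 without replicate 4), and between VitD and control 1492, 942 higher and 550 lower. The VitD rats also had surgery, so the latter count does not separate VitD from surgery. By comparison, surgery against control gave 266 genes and pMT against surgery 334 (123 without pMT replicate 2). VitD against surgery gave 0 calls (139 at an unadjusted p under 0.05). The difference between the effect of pMT with and without VitD was tested as an interaction and gave 0 calls (888 at an unadjusted p under 0.05). A difference in depth was tested for pMT against surgery, where 350 genes were called with every library thinned to 52342100 counts, which argues against library size as the cause there. Surgery and the treatments stay open as biological explanations, as do the preparation of each group and the rats themselves, since the labels name no batch.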

How the results depend on the processing

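Removal of a trend on gene length was the test chosen only after the result was seen, as were the comparisons against the control group other than that of surgery. Where a value below changed under a setting, the cause was not tested, except where fewer libraries, fewer genes or a stricter rule account for it by construction.

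Each result was set beside each of its alternatives, and every such pair was counted once. Among results that answer a comparison, 166 pairs were unchanged, 28 moved, 9 were weaker, 1 was stronger and 4 reversed. For a test, unchanged meant the same direction and side of the threshold. For a count of genes it meant within 1.5 times, and for values without a test a shift below a set spread. Among the other values, 551 were unchanged in this sense, 45 moved, 28 were weaker, 8 stronger and 33 reversed.

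The DEG count between pMT and surgery with the unadjusted p stayed within 1.5 times its value of 670 under the alternatives, from 450 with the adjusted p to 864 without pMT replicate 4. Across the 4 fits that each left out one pMT replicate it ranged from 655 to 864. With library size only it was 803, 123 higher and 680 lower, a lower share of higher genes (15.3% against 26.4%).

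Scaling by library size only moved the median of all genes by -0.14 between pMT and surgery, 0.27 between surgery and control, -0.32 between pMT/VitD and surgery and -0.18 between pMT/VitD and pMT, while RLE factors moved none by more than 0.02. Reversals under library size only were smaller than these shifts. Between pMT and surgery the median of all genes was then -0.12, below the OXPHOS median of -0.021 and the mitochondrial biogenesis median of -0.036, near the adipocyte and fast fibre medians of -0.11 and -0.11. The log2 fold changes then were -0.13 for Akt1, -0.075 for Akt2, -0.048 for Cox4i1, -0.047 for Atp5a1, -0.0055 for Uqcrc2, -0.11 for Ndufb8 and -0.074 for Sdhb. Between surgery and control the median of all genes was then 0.25, above the OXPHOS, mitochondrial biogenesis and fast fibre medians of 0.11, 0.10 and 0.027.

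The quasi-likelihood test called 334 genes between pMT and surgery. The count was 747 with DESeq2, 6457 with limma voom, 520 with only the 2 groups in the fit and 176 with a fold change of at least 2 as well. It was 337 with library size only, 23 higher and 314 lower. Across the 4 fits that each left out one pMT replicate it ranged from 123 to 290. Between surgery and control, 266 genes were called, and 997 with library size only (969 higher, 28 lower), 1001 with DESeq2, 4902 with limma voom, 5289 with only the 2 groups in the fit and 154 with the fold threshold. Between VitD and surgery, 0 genes were called (139 at an unadjusted p under 0.05), 1 with DESeq2 (LOC102546699), 419 with limma voom and 0 to 1 across the 3 fits that each left out one VitD replicate, the 1 being Tnfrsf13b without replicate 2. Both genes were named after their values were seen. Between pMT/VitD and surgery, 1279 genes were called, and 3250 with library size only (98 higher, 3152 lower), 2249 with DESeq2, 6777 with limma voom, 836 with only the 2 groups in the fit, 422 with the fold threshold and 598 to 2198 across the 4 fits that each left out one pMT/VitD replicate, the highest without replicate 4. Between pMT/VitD and pMT, 0 genes were called (1737 at an unadjusted p under 0.05), 89 with DESeq2 and 6595 with limma voom, and 0 in each of the 8 fits without one replicate. Limma voom gave the most calls in 4 of these 5 comparisons.

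With the correlation estimated from the data, camera kept the medians by construction, and the adjusted p rose above 0.05 for OXPHOS (0.13, p = 0.682), mitochondrial biogenesis (0.11, p = 0.167), broad apoptosis (-0.11, p = 0.306), complement (-0.75, p = 0.118) and collagen (-0.37, p = 0.279). With the rotation test fry, OXPHOS had an adjusted p of 0.644. Over all alternatives, the adjusted p of the OXPHOS list ranged from 7.8e-10 to 0.976.

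Leaving out one replicate changed the sign of several values between pMT and surgery. Across the 6 fits that each left out one replicate, the OXPHOS median ranged from -0.028 (without pMT replicate 4) to 0.24, and its enrichment score from -0.75 (without pMT replicate 4) to 2.80. The broad apoptosis median ranged from -0.14 to -0.11, with an adjusted p of 0.0636 from camera without pMT replicate 3. The slow fibre median ranged from -0.22 to 0.060 and was 0.060, 0.02 and 0.03 without pMT replicates 1, 2 and 3, and its enrichment score ranged from -1.35 to 0.79, the latter without replicate 1. The adipocyte median ranged from -0.16 to 0.049 and was -0.03, -0.16 and -0.03 without replicates 2, 3 and 4, and the fast fibre median ranged from -0.030 (without replicate 4) to 0.12. For single genes, the log2 fold change of Bax ranged from -0.23 to 0.078 (0.011 and 0.078 without replicates 2 and 3), of Akt2 from -0.0031 (without replicate 3) to 0.13, and of Prkaa1 from -0.11 to 0.10 (0.0076 and 0.05 without replicates 3 and 4). Without replicate 4 it was -0.046 for Akt1, -0.11 for Cox4i1, -0.10 for Ndufb8 and -0.00090 for Sdhb, the lowest of ranges that reached 0.051, 0.26, 0.14 and 0.15.

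With the trend on gene length removed, 492 genes were called between pMT and surgery, and the adjusted p of broad apoptosis was 0.0615 from camera without pMT replicate 3, at a median of -0.10. Among the DEGs, the MHC class II list held 2 lower genes when the rule took the adjusted p (p = 0.168 from Fisher's exact test), and the collagen list held 5 with the genes of the quasi-likelihood test (p = 0.00211). With at least 10 counts in every library, the correlation across genes of the changes against surgery was -0.032 for pMT and VitD and -0.11 for VitD and pMT/VitD, against 0.20 and 0.11 with all tested genes. Without 1 surgery replicate these were 0.377 to 0.380 and 0.287 to 0.293.

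The replicate numbers do not pair the samples. Of 24 pairs of libraries with the same number in different groups, 2 had a correlation of residuals above 0.1 (range -0.50 to 0.17). With the replicate number as a block, 78 genes were called between pMT and surgery, 106 between surgery and control and 350 between pMT/VitD and surgery. With the thresholds of the DEG rule in a quasi-likelihood fit of the 2 groups, 752 genes passed with the block and 583 without it. The log2 fold changes of Bax and Prkaa1 were 0.049 and 0.028 with the block.

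The number of libraries limits these results more than depth. Counts at the floor touched 3 of the 334 genes called.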

Differences from the paper's values

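None of the differences below led to a test chosen only after the result was seen. With the main settings, which took the unadjusted p, no value of the paper that was also computed here differed by more than 1.5 times. Under some alternatives the difference was larger, as for the 84 higher DEGs with the adjusted p against the paper's 162. The paper reports 510 DEGs, 162 higher and 348 lower, and the rule with the unadjusted p gave 670, 177 higher and 493 lower. The paper leaves open whether its p was the adjusted one. The closest alternative set before the data were examined restricted the rule to genes with a count above 0 in all 15 libraries, which gave 487 DEGs, 137 higher and 350 lower. With the adjusted p it gave 450, 84 higher and 366 lower. With a count above 0 in every library of the 2 groups it gave 587, 160 higher and 427 lower. The paper's 5 pMT, 3 surgery and 3 control rats compare with 4, 2 and 2 libraries here, and the heatmap of Fig. 4A shows 4 pMT and 2 surgery columns.

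The normalized enrichment scores here came from lists written by hand. The paper's scores are about 2.1 for OXPHOS, about 1.9 for mitochondrial biogenesis and about -1.7 for apoptosis (Fig. 4D, read by eye), and those here were 2.22, 1.79 and -1.80. Without pMT replicate 4 the OXPHOS score was -0.75, of the opposite sign to the paper's, while the other alternatives set before the data were examined gave 1.99 to 2.80.

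The paper states that myogenin was reduced in the surgery group and restored by pMT at the protein level. The Myog transcript was higher in the surgery group than in the pMT group, with a log2 fold change of -1.01 for pMT against surgery. For Desmin, the paper states the same direction at the protein level as the transcript Des showed, at 0.19 without a call. The paper lists collagen terms as enriched among DEGs (Fig. 4B). The hand-written collagen list was tested here apart among lower and higher DEGs, with adjustment over 26 tests. Among the lower DEGs the unadjusted p was 0.0327 and the adjusted p 0.212 from Fisher's exact test. Among the higher DEGs the adjusted p was 0.298 from the same test. With the lower genes of the quasi-likelihood test in place of the DEGs the list was enriched (adjusted p = 0.00211). GO terms were not tested, so these values are not like for like with the paper's.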

Other observations

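The tests on LOC691532, on weighted sums and on cell content, and the comparisons of pMT, pMT/VitD and VitD with control, were chosen only after the result was seen, and removal of the gene length trend was chosen after such a trend was seen in the counts.

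Across genes, the log2 fold changes of pMT against surgery and of surgery against control had a Pearson r of -0.81. Simulated groups that shared the surgery libraries and had no effect gave -0.57 (-0.59 to -0.55 over 20 simulations), since both comparisons hold the same surgery libraries. The simulation gave each gene the same spread in every library, while the real surgery libraries were closer to each other than any other pair. Its values may therefore not be the right baseline, and the distance from them decides nothing. Genes are not independent replicates. Between surgery and control, 266 genes were called, 215 higher and 51 lower with surgery. The largest changes by the naming rule were 4.58 for Ankrd1, 3.49 for Klk1, -7.31 for LOC691532 and -1.49 for Mpp3. Between pMT and control, 0 genes were called (528 at an unadjusted p under 0.05), and 0 with RLE factors, library size only, DESeq2 or the gene length trend removed. Between pMT/VitD and control, 0 were called (496 at an unadjusted p under 0.05). Between VitD and control the 1492 calls became 1554 with RLE factors, 2795 with library size only (2660 higher, 135 lower), 2471 with DESeq2 and 2377 with the gene length trend removed. For pMT/VitD against surgery, the largest changes by the rule were 7.87 for LOC691532, 2.43 for Pla2g2c, -4.71 for Ankrd1 and -3.75 for Myh3.

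The changes of 3 groups against the same surgery libraries correlated across genes with r = 0.20 for pMT and VitD, 0.82 for pMT and pMT/VitD and 0.11 for VitD and pMT/VitD. Unchanged groups gave 0.63, 0.65 and 0.62 in simulation. That simulation also gave each gene the same spread in every library, unlike the close surgery pair, so positions against it are descriptive only. The pair of pMT and pMT/VitD lay above the simulated range (0.62 to 0.66), and the other 2 pairs lay below theirs. Those 2 depended on the surgery libraries, with r = 0.377 and 0.380 for pMT and VitD and 0.293 and 0.287 for VitD and pMT/VitD without surgery replicate 1 and 2, for which no simulation was made. They also changed sign among genes with at least 10 counts in every library, to -0.032 and -0.11.

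The transcripts of the proteins blotted in the paper were measured in the same tissue, and 15 were tested. Over all genes 1 was called between pMT and surgery, Myog, and 2 when adjusted over the list alone, Myog and Ppargc1a. Myog had a log2 fold change of -1.01 (standard error 0.165, adjusted p = 0.00744 from the quasi-likelihood test), with 23.7 ± 3.79 CPM (SD, n = 4) in the pMT group, 47.6 ± 1.48 (SD, n = 2) in the surgery group and 19.4 ± 1.53 (SD, n = 2) in the control group. All 4 pMT libraries lay below both surgery libraries. Ppargc1a had a log2 fold change of 0.49 (adjusted p = 0.0531 from the same test), higher in all 4 pMT libraries, and its adjusted p was 0.0062 with DESeq2 and 0.0441 without pMT replicate 1. The others were not called, with log2 fold changes of 0.19 for Des, -0.01 for Prkaa1, 0.45 for Prkaa2, 0.02 for Akt1, 0.05 for Akt2, 0.54 for Foxo3 (0.16 without pMT replicate 3 and 0.85 without replicate 4), -0.06 for Bax, 0.85 for Bcl2, 0.10 for Atp5a1, 0.13 for Cox4i1, 0.13 for Uqcrc2, 0.08 for Sdhb and 0.06 for Ndufb8. Bax, Akt1, Akt2, Prkaa1, Cox4i1, Ndufb8 and Sdhb changed sign when a replicate was left out.

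The OXPHOS genes are short, with a median relative effective length of 0.251 of that of all genes, and expression followed gene length with a different slope in each library (rank correlations from -0.39 to 0.45 over the 15 libraries). Once a trend on length was removed from every library, the OXPHOS median between pMT and surgery was 0.16 (adjusted p = 5.78e-09 from camera and 0.0333 from fry), and 0.13 to 0.19 without each pMT replicate in turn. The mean log2 CPM of the OXPHOS genes was then 7.44, 7.40, 7.40 and 7.52 in pMT replicates 1 to 4 against 7.30 and 7.29 in the surgery libraries, so that all 4 lay above both. The medians were then 0.11 for mitochondrial biogenesis, -0.10 for broad apoptosis, -0.72 for complement, -0.77 for MHC class II and -1.12 for denervation genes. Each list kept its sign and most of its size, which argues against the length trend as the whole cause of these differences. For broad apoptosis the adjusted p was 0.0187 from camera, while the call from fry was lost (0.0737 against 0.0494 before), so that evidence is weaker. The trend may have lowered the OXPHOS level in pMT replicates 2 and 3 and raised it in replicate 4.

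The MHC class II list had a median of -0.77 between pMT and surgery, with 10 of 10 genes lower (adjusted p = 1.45e-10 from camera), and the denervation list -1.11, with 18 of 20 lower (adjusted p = 5.64e-12). The macrophage list had a median of -0.73, with 16 of 16 lower (adjusted p = 1.76e-10), and these 3 lists also passed fry and camera with an estimated correlation. The complement and collagen lists (-0.75 with 26 of 33 lower, adjusted p = 1.05e-09, and -0.37 with 30 of 41 lower, adjusted p = 2.93e-04 from camera) passed fry but not the estimated correlation. Without pMT replicate 4 the collagen median was -0.23. The adipocyte (0.04, adjusted p = 0.439), slow fibre (-0.04, 0.869) and fast fibre (0.04, 0.630) lists did not pass, and their medians changed sign to -0.16 without pMT replicate 3, 0.060 without replicate 1 and -0.030 without replicate 4. With surgery against control, the medians were -0.16 for OXPHOS, -0.16 for mitochondrial biogenesis, 0.14 for broad apoptosis, 0.23 for core apoptosis (0.13 without control replicate 1), 0.84 for complement, 0.48 for collagen, 0.90 for MHC class II, 0.67 for macrophage and 1.33 for denervation genes. The first 2 of these changed sign with library size only, where both lay below the median of all genes (0.25). In the denervation list, 10 genes were lower with adjustment over all genes and 14 when adjusted over the list alone.

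Fewer macrophages in the pMT libraries are a candidate explanation for the lower complement and MHC class II transcripts, as the macrophage markers fell by about as much (-0.73). Of the 17 macrophage genes in the table, 16 passed the count filter in this muscle, and 1 is on another list. Of the 16, 7 were lower with adjustment over all genes and 12 when adjusted over the list alone. The most abundant, Lyz2, Csf1r and Ctss, had log2 fold changes of -0.93, -0.73 and -0.72. A larger share of muscle fibres would lower the markers of every other cell type alike. The macrophage list fell relative to the adipocyte list by -0.51 on average, from 0.22 and 0.14 in the surgery libraries to between -0.41 and -0.19 in the pMT libraries. This cannot decide on the share of fibres, because expression of the adipocyte genes in fibres was not examined. The adipocyte mean log2 CPM was itself lower in the pMT libraries, at 3.36 to 3.48 against 3.63 in both surgery libraries. A larger share of muscle fibres, fewer macrophages and lower expression per cell remain open.

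LOC691532, a pseudogene in the table that GRCr8 names Rps25-ps11, had 13 to 15 counts in each of the 5 surgery and VitD libraries and 1374 to 3248 in the other 10. In those 10 its ratio to Rps25 varied 1.31-fold while its own level varied 3.18-fold, which is consistent with reads shared with Rps25. Sharing alone does not account for the 5 low libraries, where it held at most 0.0454% of the Rps25 level against at least 6.17% elsewhere. Of 221 pseudogenes with a mean CPM of at least 1, 1 (LOC691532 itself) separated the same libraries by at least 2-fold, which argues against a different alignment or counting of those libraries. The split is not confined to this gene, since 1863 of the tested genes separated the same 5 libraries from the other 10, 49 of them by at least 2-fold. These 5 are all the libraries of the 2 groups with surgery and no pMT, 1 of 3003 choices of 5 among 15. That share (0.000333) is not a probability by chance for this gene. It was picked for separating the pMT from the surgery libraries, which fixed the place of those libraries. A variant in a litter or colony, a batch of the groups and the treatment cannot be told apart, because they follow whole groups.

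Surgery replicates 1 and 2 were the closest pair of libraries over 5548 abundant genes, with a spread of log2 ratios of 0.07, and surgery replicate 2 and VitD replicate 2 were the next, at 0.09. Among genes with 3000 to 10000 counts, the variance of the surgery pair was 4.45 times counting noise, against 18.6 to 288 in the other pairs of a group. They were treated as separate samples. Several libraries were close to weighted sums of 2 others, in a search over all triples. Weights were fitted on 2774 genes, and the fit was judged on other genes that differ at least 4-fold between the 2 ends. VitD replicate 2 lay near 0.28 of VitD replicate 1 plus 0.72 of VitD replicate 3, with a median deviation of 0.15 against 0.50 for the same position on the log scale. From the same ends, which were not their own best triples, surgery replicates 1 and 2 deviated by 0.14 and 0.15 against 0.42 each. Control replicate 1 lay near a sum of pMT/VitD replicates 3 and 4 (0.17 against 0.56) and pMT/VitD replicate 1 near a sum of pMT replicate 4 and pMT/VitD replicate 2 (0.46 against 1.02). The last of these rests on 22 genes and deviated by more than the others, so it is weak evidence. For pMT replicate 2, between pMT replicates 1 and 3, 16 genes were too few to decide (0.16 against 0.71). In the best triples of surgery replicates 1 and 2, pMT replicates 1 and 4, pMT/VitD replicate 3 and VitD replicate 3, the log scale was closer than the sum. For pMT replicate 4 the sum deviated by 0.66 against 0.51, over 85 genes. In the best triples of the other libraries the sum was closer. Pooled or shared RNA is a candidate explanation for the first 4, and less so for pMT/VitD replicate 1. A gradient of tissue composition between rats stays open, since the spread left around these sums was 0.070 at the median and the spread between rats at one position is not known. If libraries shared RNA, the number of independent rats would be smaller than the number of libraries.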
